# Network evaluation from the consistency of the graph structure with the measured data

**DOI:** 10.1186/1752-0509-2-84

**Published:** 2008-10-01

**Authors:** Shigeru Saito, Sachiyo Aburatani, Katsuhisa Horimoto

## Abstract

**Background:**

A knowledge-based network, which is constructed by extracting as many relationships identified by experimental studies as possible and then superimposing them, is one of the promising approaches to investigate the associations between biological molecules. However, the molecular relationships change dynamically, depending on the conditions in a living cell, which suggests implicitly that all of the relationships in the knowledge-based network do not always exist. Here, we propose a novel method to estimate the consistency of a given network with the measured data: i) the network is quantified into a log-likelihood from the measured data, based on the Gaussian network, and ii) the probability of the likelihood corresponding to the measured data, named the graph consistency probability (*GCP*), is estimated based on the generalized extreme value distribution.

**Results:**

The plausibility and the performance of the present procedure are illustrated by various graphs with simulated data, and with two types of actual gene regulatory networks in *Escherichia coli*: the SOS DNA repair system with the corresponding data measured by fluorescence, and a set of 29 networks with data measured under anaerobic conditions by microarray. In the simulation study, the procedure for estimating *GCP *is illustrated by a simple network, and the robustness of the method is scrutinized in terms of various aspects: dimensions of sampling data, parameters in the simulation study, magnitudes of data noise, and variations of network structures.

In the actual networks, the former example revealed that our method operates well for an actual network with a size similar to those of the simulated networks, and the latter example illustrated that our method can select the activated network candidates consistent with the actual data measured under specific conditions, among the many network candidates.

**Conclusion:**

The present method shows the possibility of bridging between the static network from the literature and the corresponding measurements, and thus will shed light on the network structure variations in terms of the changes in molecular interaction mechanisms that occur in response to the environment in a living cell.

## Background

The knowledge-based approach to construct biological network models is recognized as one of the most promising advances in computational biology [1]. In this approach, the causal relations between biological molecules are described as a directed graph, based on the interaction information extracted from a large number of previous reports, in a manual or automatic manner [2,3]. Since each relation has been identified by experimental studies, the existence of edges in the network model is supported by strong evidence. Due to the high reliability of each relation, many network models, even those with large, complex structures, have been constructed for various biological phenomena by a knowledge-based approach [4-6]. Note that a network generated by a knowledge-based approach is a mixture of molecular relationships identified by experimental studies under different conditions. Indeed, it is well known that the relationships between the molecules in a living cell change dynamically, depending on the cellular environment. Fortunately, an abundance of such information about molecular interactions under different conditions has been obtained by measuring them on a genomic scale, due to recent advances in experimental techniques, and the information about the interactions is available at various web sites [7]. Thus, we can evaluate the consistency of the knowledge-based network structure by the available information about the data measured under the different conditions. Although the inference of static network structures from the data has been intensively studied by various approaches, such as the Bayesian network [8], the dynamic Bayesian network [9], the Boolean network [10], and the graphical Gaussian model [11], the consistency evaluation will be useful to trace the dynamic network structure variations reflecting the molecular relationships that change coordinately in response to the cellular environment.

The consistency evaluation between the network structure and the measured data is well known in statistics as the test for causal hypotheses by using the measured data. The origin of the test for causal hypotheses is attributed to path analysis [12]. Unfortunately, the importance of this cornerstone research was not recognized for a long time, but the natural extension of path analysis has been established as the well-known structural equation model (SEM) [13]. Indeed, the SEM has been utilized recently in various fields, in accordance with increased computer performance. However, the SEM without any latent variables, which is a natural assumption for its application to biological networks, sometimes has difficulties in the numerical calculation of the maximum likelihood for the observed data. To overcome the problem with this calculation, the d-sep test [14] has been developed, based on the concept of d-separation in a directed acyclic graph (DAG) [15]. Note that the graph consistency with the data in the d-sep test is considered by focusing on the absence of edges in the graph [16,17].

Recently, linear regression was applied to reconcile the gene regulatory network with the corresponding data [18]. This application is based on the concept that the entire network of gene regulation can be divided into a few network motifs, with a two-layer relationship between the transcription factors and their regulated genes [19]. Indeed, the division of the entire network into a small and simple network enables us to utilize the standard statistical tests in linear regression for the consistency of the gene relationships with the measured data. Unfortunately, the linear regression is limited to the two-layer relationships, and subsequently, its application is constrained to the simple structures of gene regulatory networks.

In this study, we propose a new method for estimating the consistency of a causal graph with the measured data, in combination with the Gaussian network (GN) [20] and the generalized extreme value distribution (GEV) [21]. The present study partly exploits the previous study [18] about the consistency between the network motif with two-layer gene relationships and the measured data. However, instead of the network motifs with simple structures, here we consider rationally complicated network structures based on the graphical model, and its consistency with the data is expressed as a probability, referred to as the graph consistency probability (*GCP*). The performance of the present method is examined by artificial networks with various structures and actual data measured in *Escherichia coli*. Furthermore, the merits and pitfalls of our method are discussed in terms of its possible utility with various actual issues and methodologies, in comparison with previous methods.

## Results and discussion

### Calculation of Graph Consistency Probability (*GCP*)

We will illustrate the procedure for calculating the graph consistency probability (*GCP*) with a simple graph, *G*_0_, which is a directed acyclic graph with ten nodes and nine edges, and with the corresponding data that are artificially generated on the assumption that the data noise follows the normal distribution. The procedure for calculating the *GCP *is composed of five steps, as schematically shown in Fig. 1 (see details of the mathematical description in the Materials and Methods and the additional file 1: Details of the schematic description of the procedure).

**Figure 1:**
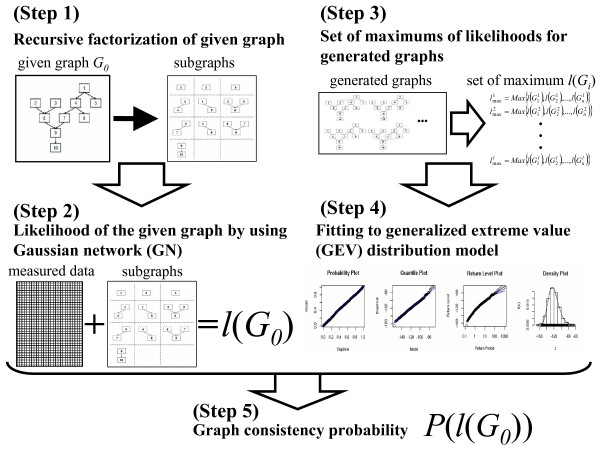
**Flow of the calculation of graph consistency probability**. The calculation is composed of five steps (see details in the text).

At the first step, the given graph, *G*_0_, is recursively factorized into the subgraphs, according to the parent-descent relationships in DAG [15]. By recursive factorization, *G*_0 _is rationally divided into 10 subgraphs, based on the parent-descent relationships in the directed graph.

At the second step, we calculated the log-likelihood of the given graph, *l*(*G*_0_), with the corresponding data by a Gaussian network model [20]. To calculate *l*(*G*_0_), here, we generated the data {X_*kl*_} for each node with 50 sample dimensions, i.e., for *k *= 1,2,...,10 and *l *= 1,2,...,50, instead of the actual data, by the structural equations (see details in Methods). The *l*(*G*_0_) of the given graph was then calculated to -31.14. We will estimate the probability of *l*(*G*_0_), *GCP*, by the following three steps.

At the third step, we generated the graphs based on the given graph, and then calculated the log-likelihoods of the generated graphs according to the two preceding steps.

(1) We generated 50 random graph sets, {*G*_*i*_}, to form a data set, in which each graph has the same number of nodes and edges, but with different connections from those of *G*_0_.

(2) 50 corresponding log-likelihoods of {*G*_*i*_} were calculated according to the first and second steps. Among the 50 log-likelihoods, the maximum of the log-likelihood, *l*(*G*_*max*_), is selected.

(3) The above procedure is iterated 1000 times to finally obtain 1000 values of *l*(*G*_*max*_). In this step, the dimensions of the sampling data, the number of graphs in one set, and that of the iterations to select *l*(*G*_*max*_) are changeable parameters, and the robustness of our method with them will be evaluated in the following sections.

At the fourth step, we fit the log-likelihoods calculated in the third step to the GEV model. The maximization of the GEV log-likelihood leads to the following estimate:

$$\left(\hat{\mu },\hat{\sigma },\hat{\xi }\right)=(-126.58,13.15,-0.148),$$

for which the GEV log-likelihood is 4063.59. Although the maximum likelihood estimate for $\hat{\xi }$ is negative, corresponding to a bounded distribution, the *ξ *value larger than -0.5 indicates that the maximum likelihood functioned well for the estimation [21,22]. Furthermore, the goodness of fit can be visually diagnosed, using the three diagnostic plots for assessing the accuracy of the GEV model, fitted to the 1000 log-likelihoods data by the three parameterizations. Neither the probability plot nor the quantile plot gave any cause to doubt the validity of the fitted model: each set of plotted points was nearly linear. The return-level curve asymptotes to a finite level as a consequence of the negative estimate $\hat{\xi }$, and also provides a satisfactory representation of the empirical estimates. In addition, the corresponding density estimate seems consistent with the histogram of the data. Consequently, the four diagnostic plots lend support to the fitted GEV model.

At the final step, we estimated the *GCP *of the log-likelihood of the given graph based on the fitted GEV distribution. According to the GEV distribution, the *GCP *corresponding to *l*(*G*_0_) (= -31.14) was calculated to be less than 10^-10^. As a result, it is natural that the examined given graph was highly consistent with the data generated according to the graph structure.

### Robustness of the Present Method

The high performance of the present method described in the preceding subsection depends on a few parameters. By using the same network structure as in Fig. 1, we tested the robustness of the present method in terms of the dimensions of the analyzed data, the two parameters in generating artificial graphs for GEV, and the degree of noise in the data. Furthermore, the robustness of the network structure variation is tested by using the typical network structure in biological interactions in the following four subsections.

### Robustness in Terms of the Dimensions of the Analyzed Data

We test the robustness of our method in terms of the number of data samples for one variable (data dimension) that is smaller than the data dimension ({X_*i*_} for *i *= 1,2,...,50) in Fig. 1. This is because the experimental conditions are frequently limited, due to the technical difficulty of performing experiments for different growth conditions. Thus, small data dimensions are expected in the actual data.

We performed the same estimation of *GCP *as that in Fig. 1, by using the data with 15 and 30 dimensions, and in both cases, the present method operated well. The GEV fit well to the data: the estimated $\hat{\xi }$ was larger than -0.5: the estimated $\hat{\xi }$ values are -0.1132 for the 15-dimension data and -0.1332 for the 30-dimension data. In addition, the four GEV-diagnostic plots for assessing the accuracy of the GEV model show the validity of the fitted model in each case (see additional file 2: Robustness in terms of data dimensions). By the estimated GEV distributions, the *GCP*s in the two cases were less than 10^-4 ^and 10^-8^, respectively. The probability for the 30-dimension data was smaller than that for the 15-dimension data. Considering that the probability was 10^-10 ^in the 50-dimension data in the preceding section, this indicates that the resolution degree about the consistency is higher with larger dimensions.

### Robustness in Terms of Parameters in Generating the GEV Model

The GCP depends on two parameters in the graph generation for GEV: the number of graphs for selecting the maximum of the likelihood in one set of the generated graphs, *l*, and the number of iterations for sampling the maximum values from each set of generated graphs, *n*. In Fig. 1, *l *and *n *were set to 50 and 1000, and a total of 50,000 graphs were generated for GEV. Here, we examined the fitness of the log-likelihoods to GEV based on the graph shown in Fig. 1, with nine pairs of *l *and *n*: *l *was set to 25, 50 and 100, and *n *was set to 100, 500, and 1000. The total numbers of graphs for GEV ranged from 2500 to 100000, and all of the examinations with the above parameter pairs are provided in an additional file (see additional file 3: Robustness in terms of the parameters). Here, we focused on the case when fewer graphs are generated than the number in the default case. This is because a small number of generated graphs in each set and iterations may tend to violate the distribution of GEV, due to some biases in the graph generation.

In the comparison of (*l*, *n*) = (50, 100) and (25, 1000) with (50, 1000) in Fig. 1, the log-likelihoods calculated in the two cases were fitted to the GEV model. Indeed, the two $\hat{\xi }$ values were larger than -0.5: the estimated $\hat{\xi }$ values were -0.1545 in (*l*, *n*) = (50, 100) and -0.1670 in (*l*, *n*) = (25, 1000), respectively. The two sets of diagnostic plots for assessing the accuracy also showed the validity of the fitted model in each case (see additional file 3). A closer inspection revealed that the $\hat{\xi }$ value in the (50, 100) case was slightly less than that in the (25, 1000) case. This indicated that the number of graphs in each set, *l*, is more sensitive to the goodness of fitness than the number of iterations, *n*, regardless of the total number of generated graphs. At any rate, the present method operates well, even in the case of a relatively small number of generated graphs.

In general, the optimized values of *l *and *n *depend on the size of the examined graph, and may be expressed as the fraction to the total number of possible graphs with the same numbers of nodes and edges as those of the examined graph. Although the number of possible graphs composed of arbitrary numbers of labeled nodes and edges can be estimated asymptotically under some constraints on the edge connectivity [23], unfortunately, the total number of possible graphs, in which all of the nodes are connected to form one graph, is not still obtained. In the present stage, we should heuristically define *l *and *n *by diagnosing the goodness of fit to the GEV model.

### Robustness in Terms of the Magnitude of Noise in the Analyzed Data

We estimated the *GCP *in various noise ranges. For this purpose, the value of the standard deviation in the structural equations for data generation (*σ *= 0.1 in Fig. 1) was changed to three values (*σ *= 0.5, 1.0, and 2.0). By the same procedure as that in Fig. 1, we calculated 100 *GCPs *for the three ranges of standard deviations. Finally, the probabilities of the generated graphs were calculated.

The histograms of the *GCPs *in the three ranges of standard deviations are shown in Fig. 2. In this figure, 100 *GCPs *were plotted against the number of connections in the generated graphs that were different from those in the examined graph in the respective cases of standard deviations. In the cases of the two small standard deviations (*σ *= 0.5 and 1.0), less than 10^-10 ^of the *GCPs *emerged most frequently, but the most frequent *GCP *was found at 10^-4 ^in the case of the largest standard deviation (*σ *= 2.0). In the former two cases, the largest *GCP *was 10^-6 ^in *σ *= 0.5 and 10^-3 ^in *σ *= 1.0. Although some exceptional *GCPs *were also found, the present method operates well within the range of the two noise levels. In contrast, the last case shows the limitation of our method, in terms of the noise of the measured data. Careful preprocessing of the measured data may be required to apply our method to actual data. Note that the noise is amplified as the number of parents grows in the present simulation. For example, the standard deviation is (*α*_1_^2 ^+ *α*_2_^2 ^+ 1)*σ*, when a descent has two parents and *α*_*i *_is the path coefficient between the descent and the *i*-th parent. At any rate, the limitation of the present method in terms of the data noise can be examined by describing the histogram of the *GCP*, and was estimated between 1.0 and 2.0 for the graph in Fig. 1. In addition, we assumed that the distribution of the data noise also follows uniform and gamma distributions, and obtained similar results in terms of the robustness about the data noise (see additional file 4: Robustness in terms of the noise according to the gamma and uniform distributions).

**Figure 2:**
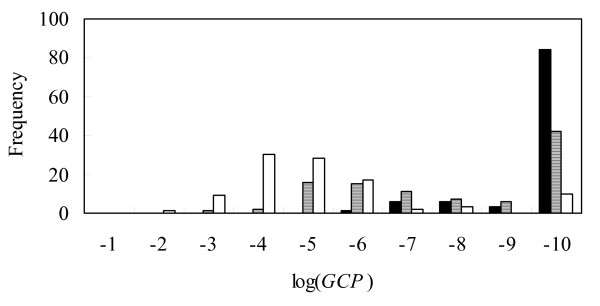
**Robustness in terms of the noise in measured data**. *GCP*(=*P*(*l*(*G*_0_))) for the graph in Fig. 1 was calculated with simulated data with distinct standard deviations, and the frequencies of *GCP*s are plotted against the probability degree. The horizontal axis indicates the log(*GCP*) value, and the vertical axis is its frequency: black-colored bar, *σ *= 0.5; gray-colored bar, *σ *= 1.0; and boxed bar, *σ *= 2.0.

### Robustness Regarding the Variation of the Network Structure

We applied the present method to the three network structures shown in Fig. 3. The three networks are analogous to the typical structures of biological networks; the first is analogous to part of a chain reaction in a metabolic pathway, the second represents the simple structure of a gene regulatory network, and the third depicts a cascade in a signal transduction pathway. According to the connectivity in the network, the data were generated with the corresponding structural equations, and the present method was applied to estimate the graph consistency with the generated data.

**Figure 3:**
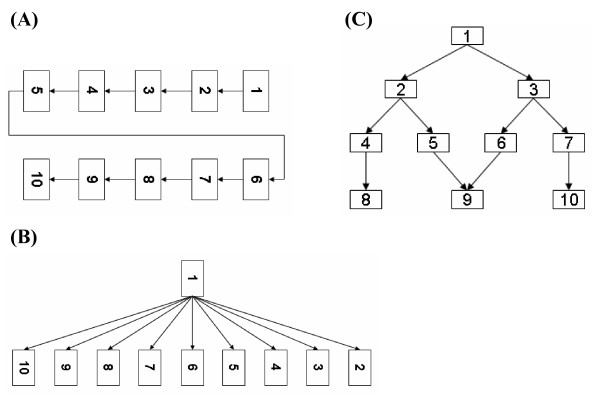
**Robustness regarding graph structure variation**. The calculation is composed of five steps (see details in the text). Three networks with typical structures in biology are examined in (A), (B), and (C). To generate the simulation data by structural equations, we set the standard deviation to 0.1 in all three graphs, and the path coefficients between the variables are as follows: (A) *α*_1,2 _= 0.6, *α*_2,3 _= 0.3, *α*_3,4 _= 0.1, *α*_4,5 _= 0.7, *α*_5,6 _= 0.8, *α*_6,7 _= 0.9, *α*_7,8 _= 0.2, *α*_8,9 _= 0.5, and *α*_9,10 _= 0.4; (B) *α*_1,2 _= 0.1, *α*_1,3 _= 0.2, *α*_1,4 _= 0.3, *α*_1,5 _= 0.4, *α*_1,6 _= 0.5, *α*_1,7 _= 0.6, *α*_1,8 _= 0.7, *α*_1,9 _= 0.8, and *α*_1,10 _= 0.9; and (C) *α*_1,2 _= 0.5, *α*_1,3 _= 0.7, *α*_2,4 _= 0.4, *α*_2,5 _= 0.8, *α*_3,6 _= 0.6, *α*_3,7 _= 0.3, *α*_4,8 _= 0.2, *α*_5,9 _= 0.1, *α*_6,9 _= 1.0, and *α*_7,10 _= 0.9. The value of log-likelihood and the parameters of GEV distribution in the respective networks are as follows: (A) *l*(*G*_0_) = 163.4805, *μ *= 89.8375, *σ *= 12.9694, and *ξ *= -0.1743; (B) *l*(*G*_0_) = 61.6096, *μ *= 3.0217, *σ *= 12.5220, and *ξ *= -0.1314; and (C) *l*(*G*_0_) = 124.8894, *μ *= 46.9002, *σ *= 12.1395, and *ξ *= -0.1406. See also the corresponding GEV plots at additional file 5: Robustness regarding the network structure variation.

The present method operated well in all of the network structures. Indeed, the log-likelihoods in the three networks fit well to the GEV (see statistics in the legend of Fig. 3, and additional file 5: Robustness regarding the network structure variation). In addition, the *GCP*s were very small: The *GCP*s of the three networks were less than 10^-11^, 10^-4^, and 10^-7^, respectively. Interestingly, the magnitudes of the *GCP*s may be related to the network structures. The *GCP *in Fig. 3B is relatively larger than the *GCP*s in Figs. 3A and 3C. This is because the present path coefficients between the 10 nodes were set at different values, but in the same order of digits. This indicates that the most similar data for respective variables were generated in Fig. 3B, and caused pseudo-correlations between the variables with no edges in the network in Fig. 3B. Although the performance for estimating the graph consistency may slightly decrease, depending on the number of two -layer relationships in the examined data, this simulation shows that the present method can be applied to various structures of networks.

### Examinations of Actual Graphs

We examined the performance of the present method with two sets of actual networks in *Escherichia coli *and the corresponding actual measured data. One set is a regulatory network for the SOS response system with the expression degrees of the constituent genes measured by fluorescence [24], and the other is 29 networks classified by gene functions, with the expression degrees under anaerobic conditions measured by microarray [25]. The former examination is a verification of the present method for an actual network with a size similar to the networks shown in Fig. 1, and the latter is a demonstration of a high-throughput search of network candidates, consistent with the data measured under particular conditions.

### Verification for a Simple Network

The gene network in the SOS system is schematically shown in Fig. 4A. The SOS DNA repair system in *Escherichia coli *is a well-characterized transcriptional network [26,27]. One of the SOS proteins, *RecA*, acts as a sensor of DNA damage, and a master repressor (*LexA*) binds sites in the promoter regions of these operons. The corresponding data to the constituent molecules in the network are the transcriptional activity of genes measured with real-time monitoring by means of low-copy reporter plasmids, in which a promoter controls green fluorescent protein [24].

**Figure 4:**
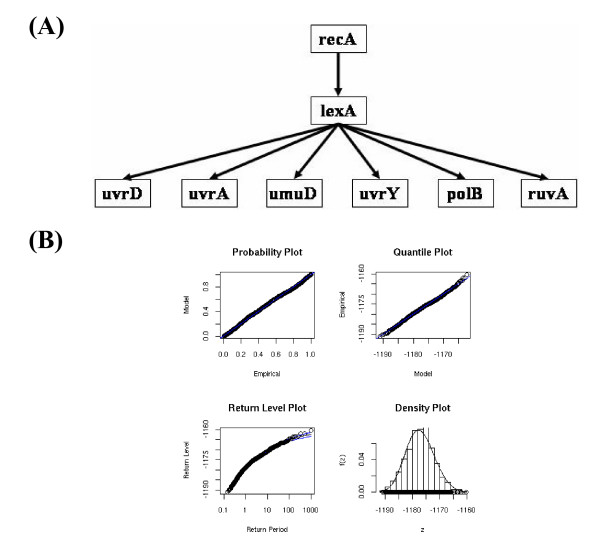
**Evaluation of the transcriptional network of the SOS DNA repair system in *Escherichia coli***. The network is schematically shown in (A), and the corresponding GEV plots and the box-plot are also shown in (B). The value of log-likelihood between the examined network and the measured data is -1168.453, and the parameters of GEV distribution are as follows: *μ*, -1179.079, *σ*, 4.957; *ξ*, -0.236. The data for the promoter activities of eight genes in the SOS system are cited from [24].

The GEV plots with the likelihood values and the statistics are shown in Fig. 4B. The value of $\hat{\xi }$ was larger than -0.5, and the GEV plots were quite similar to those in Fig. 1. Indeed, each set of plotted points was nearly linear, and the return-level curve asymptotes to a finite level. In addition, the corresponding density estimate seems consistent with the histogram of the data. Consequently, the goodness of fitness in the actually measured data lends support to the GEV model.

The *GCP *of the SOS network with the corresponding measured data was estimated as 0.049, and the network structure was estimated to be consistent with the data measured from the examined network. However, the *GCP *was large in comparison with the *GCP*s in the simulation studies in the preceding sections. This is partly because the cyclic relationship of *RecA *is neglected in the examined network, and partly because most of the relationships in the examined network are composed of 2-layer relationships, due to the production of similar degrees of expression data, as in the situation in Fig. 3B. At any rate, the performance of the present method was verified by a well-known network, with a size similar to that in the simulation, and with the corresponding data measured by an experimental study.

### Demonstration for an Actual Network Set

We further tested the performance of our method for selecting the networks consistent with the data measured under specific conditions from many network candidates. 

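The anaerobic expression profiles were measured on 22 Affymetrix E. coli Antisense Genome arrays, hybridized with cDNA made from the total RNA of cells in exponential growth on glucose in M9 minimal medium. They cover 7 strains, with 4 arrays of the wild type and 3 arrays of each of 6 knockout strains. The knockout strains lack fnr, arcA, both arcA and fnr, appY, oxyR or soxS. FNR is the oxygen-sensing regulator of anaerobic metabolism, ArcA represses aerobic respiration when electron acceptors are short, AppY activates the operons of hydrogenase 1 and the acid phosphatase AppA, and OxyR and SoxS respond to peroxide and superoxide. In each knockout strain the deleted gene was lower on every array than on any wild-type array. The signal of fnr (b1334) was 501 ± 85.9 (SD, n = 4 arrays) in the wild type and 36.8 ± 7.6 (SD, n = 3) in its knockout, 13.6-fold lower. That of arcA (b4401) was 534 ± 99.7 in the wild type and 55.9 ± 5.7 in its knockout, 9.46-fold lower, and in the double knockout the signals were 37.4 ± 4.03 for fnr and 46.9 ± 13.4 for arcA. The signal of oxyR (b3961) fell from 216 ± 3.15 to 19.8 ± 6.8. The genes appY (b0564, 68.2 ± 21.5 in the wild type) and soxS (b4062, 84.1 ± 7.99 in the wild type) lay at the floor of 6.4 on all 3 arrays of their own knockout.

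The deposited table gives 1 linear signal per probe set and array, for 7312 probe sets, of which 4345 carry the name of a gene, 2886 are intergenic, 22 are controls and 59 are others. How the probes were summarized and the arrays scaled is not given in the sources used here. The mean signal of an array lay between 304.8 and 321.3 and the median between 71.3 and 87.8. The median gene probe set gave a signal of 131.5 to 154.6 per array and the median intergenic probe set 24.5 to 35.5, which is the level of background against which low signals must be read. Pearson's r between arrays of the same strain was 0.9617 to 0.9906, across the 4345 gene probe sets on the normalized log2 values described below. On these values wild-type replicates 1 and 2 (r = 0.9848) and replicates 3 and 4 (r = 0.9883) resembled each other more than the members of the other pair (0.9617 to 0.9692).

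For the comparisons of strains, signals under 6.4 (the pooled 10th percentile) were raised to it, and the log2 values were quantile normalized, because the medians of the arrays differed by more than 10%. Each knockout was then compared with the wild type by limma, with all 7 strains in 1 fit and Benjamini-Hochberg adjustment over the 4345 gene probe sets. At an adjusted p under 0.05, 937 probe sets differed from the wild type in the fnr knockout, 1151 in the arcA knockout, 1848 in the double knockout, 88 in the appY knockout, 9 in the oxyR knockout and 159 in the soxS knockout. The last 3 counts depended strongly on single arrays. With 1 array left out they ranged from 27 to 228 for appY, 4 to 11 for oxyR and 31 to 455 for soxS. The labels number the arrays of a strain as replicates without saying whether they came from separate cultures, so the p-values measure only the spread between these arrays, and the number of arrays limits their precision.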

Here, we arranged 29 regulatory networks in *Escherichia coli *and the corresponding gene expression profiles measured under anaerobic conditions (for details about the examined network reconstruction and the profile data, see Methods).

Table 1 shows the analyzed networks and the corresponding graph consistency probabilities of the 29 networks (see additional file 6: the 29 network structures analyzed in the present study). When we set the significance probability to 5%, only two networks (Nos. 14 and 28) in Fig. 5, which are composed of regulatory gene pairs related to carbon compounds and anaerobic respiration, were selected among the 29 networks. 

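The GCP was computed here for 19 star graphs, each joining 1 regulator to its targets as textbooks give them, because the drawn networks were not read as gene lists. With the deposited signals standardized in each array, regressions without an intercept and 1000 maxima of 50 random graphs, 2 of the 19 graphs had a GCP under 0.05. They were the graph of soxS, the superoxide regulator, with 15 targets (GCP = 8.61e-12) and the graph of phoB, the phosphate regulator, with 17 targets (GCP = 0.0103, and 0.0056 to 0.0107 over 5 seeds). The graph of malT with 10 maltose genes had a GCP of 1, with a log-likelihood of 150.976 against a median of 222.704 for the best random graphs. The graph of fnr with 48 targets also had a GCP of 1 (log-likelihood -393.123, median of the best random graphs 257.385). The other graphs of carbon compounds gave 0.9969 for araC, 0.834 for galR, 0.2834 for gutM and 1 for exuR. The remaining graphs, of fnr with its 26 respiratory targets and of lexA, trpR, argR, purR, flhD, lrp, fhlA, arcA, oxyR and appY, gave 0.9999 or more.

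Which graphs passed depended on the scale of the values and on the intercept. On log2 values, fnr (0.0407), lexA (8.5e-07) and exuR (0.0034) passed and soxS and phoB did not. With an intercept and deposited signals, 0 of the 19 graphs passed, and the lowest value was that of malT (0.1058). On log2 values with an intercept, 5 graphs passed: malT (0.0061, and up to 0.0182 over the seeds), the whole fnr graph (0 to the last digit computed), fnr with its respiratory targets (9.74e-05), flhD (0.000854) and lexA (0.0298). With 1 array left out, lexA stayed under 0.05 in 14 of 22 cases and rose to 0.0565 without appY replicate 2, 0.0748 without double knockout replicate 1, 0.0527 without fnr replicate 2, 0.0529 without oxyR replicate 3, 0.0573 without wild-type replicate 1, and 0.0727, 0.0533 and 0.068 without soxS replicates 1, 2 and 3. Without a whole strain it was above 0.05 for appY (0.066), fnr (0.0694), oxyR (0.1167), soxS (0.2902) and the wild type (0.0644), and flhD was above 0.05 without the fnr strain (0.0552), as was fnr with its respiratory targets without the double knockout strain (0.0829). The arcA graph, at 0.5824 with all arrays, went under 0.05 without fnr replicate 2 (0.0261) and without the fnr strain (1.81e-08). On log2 values with an intercept and all arrays, araC, galR and gutM gave 1 and exuR 0.9328.

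**Figure D1:**
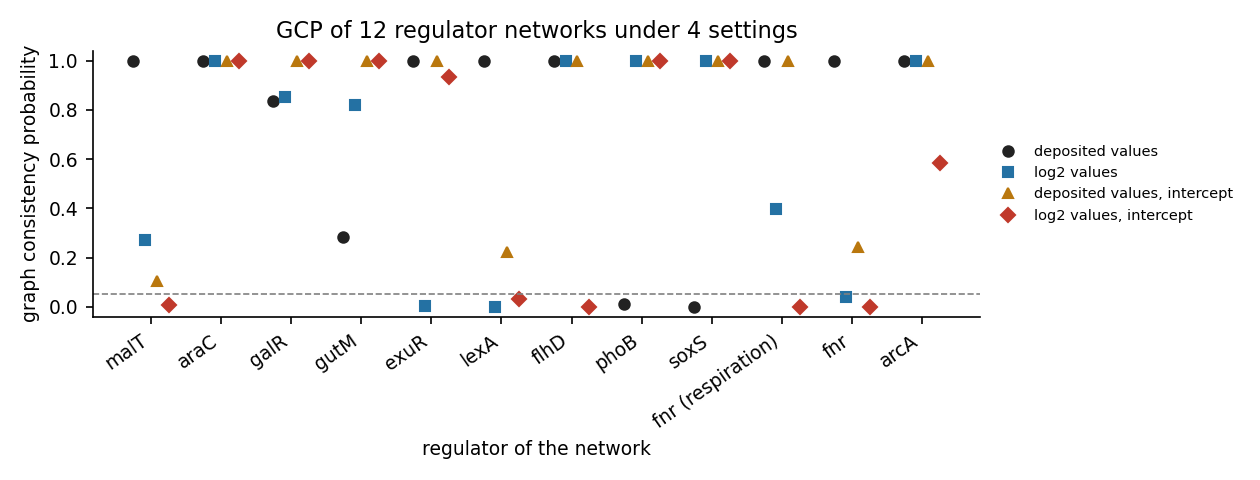
GCP (vertical axis) of 12 regulator networks (horizontal axis) under 4 settings, as deposited or log2 values with or without an intercept; the dashed line marks 0.05. The points of malT and fnr lie at 1 for the deposited signals without an intercept and under the line for log2 values with an intercept, while phoB and soxS lie under it only for the deposited signals without an intercept.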

As seen in the figure, the network structures are quite different. The network related to the carbon compounds in Fig. 5A shows a relatively simple structure that is a two-layer relationship between one TF and its nine regulated genes. In contrast, the other network related to anaerobic respiration in Fig. 5B has a highly complicated form, with 89 nodes and 161 edges. The selection of the two networks can be interpreted in terms of biological functions, as described below.

**Table 1:** Consistency of the twenty-nine networks with expression profiles measured under anaerobic conditions in *Escherichia coli*

No.	ID	Description	node	edge	*GCP*
1	C9333	detoxification	6	8	1.000
2	C9448	amino acids	6	9	1.000
3	C9449	carbon compounds	6	9	1.000
4	C9426	colanic acid (M antigen)	6(7)	9(11)	1.000
5	C9509	operon	6(7)	9(11)	1.000
6	C9448, C9462	amino acids, formyl-THF biosynthesi	7	10	1.000
7	C9449	carbon compounds	8(9)	7(8)	1.000
8	C9331	motility, chemotaxis, energytaxis	9	8	0.998
9	C9340	flagella	9	8	0.647
10	C9362	nucleoproteins, basic proteins	9	8	0.925
11	C9401	tryptophan	9	8	1.000
12	C9449	carbon compounds	9	8	1.000
13	C9376	cytoplasm	10	9	1.000
14	C9449	**carbon compounds**	10	9	**0.006**
15	C9449	carbon compounds	10	11	0.976
16	C9337	SOS response	11	10	0.127
17	C9354	DNA repair	11	10	0.068
18	C9383	arginine	11	10	1.000
19	C9474	nucleotide and nucleoside conversion	11	15	0.378
20	C9493	fermentation	11	10	1.000
21	C9376	cytoplasm	12	11	0.302
22	C9393	isoleucine/valine	13	12	1.000
23	C9420	purine biosynthesis	13	12	1.000
24	C9394	leucine	14	17	1.000
25	C9504	phosphorous metabolism	23	22	1.000
26	C9528	repressor	52(53)	77(79)	1.000
27	C9523	activator	58(59)	92(93)	1.000
28	C9490	**anaerobic respiration**	89(91)	161(162)	**0.016**
29	C9372	Transcription related	91(93)	143(146)	0.772

*GCP *values with less than 5% significance probability are indicated in bold type. The ID in the classification scheme by EcoCyc [44] and the corresponding gene function are denoted in the second and third columns, respectively. Two networks in the functions C9448 and C9462 are composed of the same constituent genes with the same connectivity. In the following columns, the numbers of nodes and edges of the analyzed networks are denoted: the original network was constructed based on the information about the relationship between the transcription factor and its regulated genes in EcoCyc, and the analyzed network was constructed from the original network by excluding the genes that were not found in the expression profile data from NCBI GEO (accession number: GSE1107) [25]. The numbers of nodes and edges of the original networks are denoted in parentheses. The graph consistency probability (*GCP*) is denoted in the last column.

**Figure 5:**
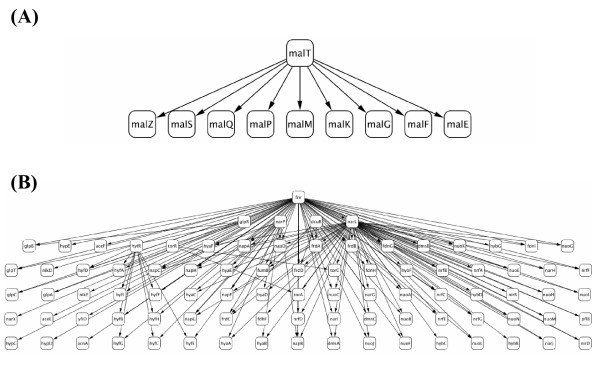
**Networks with 5% significance probability in graph consistency search**. By corresponding between the regulatory relationships and the gene functions in EcoCyc [44], 29 regulatory networks were reconstructed, and their consistency with the expression profiles measured under anaerobic conditions (accession number GSE1107 in NCBI Gene Expression Omnibus (GEO); ) [25] was examined. Among the 29 regulatory networks, two networks showed 5% significance probability: the network related with carbon compounds (EcoCyc ID: C9449_11) (A) and that with anaerobic respiration (EcoCyc ID: C9490_1) (B). The details of the network structures of the 29 regulatory networks are shown in the additional file 6: the 29 network structures analyzed in the present study.

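In the 22 anaerobic arrays, malT (b3418), the gene of the maltose activator, and most of its targets were high or low together. The signal of malT ranged from 110 to 343 between arrays and that of malE, the maltose-binding protein, from 44.4 to 620. On log2 values, malT was correlated with malE (Pearson's r = 0.945, Spearman's rho = 0.943), with the membrane subunits of the transporter malF (r = 0.922, rho = 0.949) and malG (r = 0.888, rho = 0.845), and with its ATPase malK (r = 0.935, rho = 0.92). It was likewise correlated with the maltoporin gene lamB (r = 0.903, rho = 0.919) and with malM (r = 0.879, rho = 0.878). Each of these coefficients had a permutation p of 1e-05, the smallest that the permutations can give, and an adjusted p of 6.67e-05 over a family of 40 regulator and target pairs. The maltodextrin phosphorylase gene malP followed less closely (r = 0.704, permutation p = 0.00021, adjusted p = 0.000933; rho = 0.792, permutation p = 2e-05). The amylomaltase gene malQ (r = 0.426, permutation p = 0.0487, adjusted p = 0.122; rho = 0.431, permutation p = 0.0466) and malS (r = 0.489, permutation p = 0.0208, adjusted p = 0.0595; rho = 0.482, permutation p = 0.0239) did not pass after adjustment. Neither did malZ, the maltodextrin glucosidase gene (r = -0.191, permutation p = 0.396, adjusted p = 0.566; rho = -0.0751, permutation p = 0.74). Without the 2 arrays farthest from the median of malT, r was 0.903 for malE, 0.882 for malF, 0.795 for malG, 0.889 for malK, 0.886 for lamB, 0.842 for malM and 0.733 for malP.

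The relation was also present among arrays of the same strain. After each strain's mean was subtracted, 9 of the 10 targets were positively correlated with malT at an adjusted p under 0.05, malQ and malS included (malE r = 0.917, permutation p within strains 0.00037, adjusted p = 0.00296), and malZ was not (r = -0.251). The wild-type arrays fell into pairs, with malT at 128 and 156 in replicates 1 and 2 and at 216 and 266 in replicates 3 and 4, and malE at 76.9 and 66.3 against 294 and 439. With the wild type left out, malE kept an r of 0.944 over 18 arrays.

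**Figure D2:**
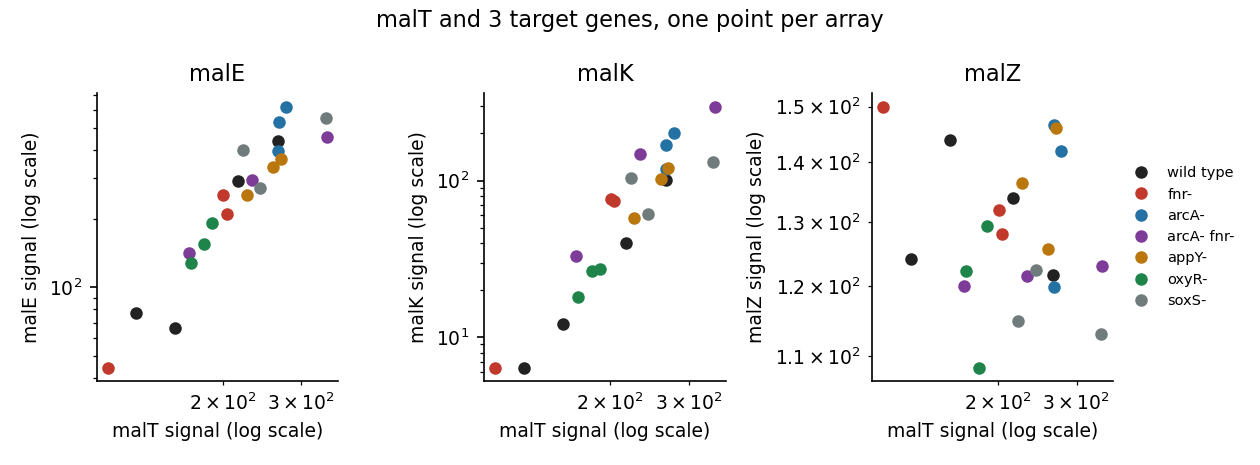
Signal of malT (horizontal axis) against the signals of malE, malK and malZ (vertical axes), all on log scales, with 1 point per array coloured by strain. Points of malE and malK rise with malT within and between strains, and for malZ r was -0.191.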

The first network (No. 14) is composed of *malT *and its regulated genes. *malT *is involved in maltose transport [28]. 

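The regulators of the other sugar networks showed no such common movement with their targets. The arabinose regulator gene araC (87.7 ± 19.4, SD, n = 4 wild-type arrays) was correlated with none of 8 arabinose genes, whose r ranged from -0.301 for araJ to 0.378 for araB and whose lowest adjusted p was 0.183 (for araB rho was 0.298, permutation p = 0.0825 for r and 0.177 for rho). Signals of these genes were low, as for the isomerase gene araA (42.9 ± 8.52). The glucitol activator gene gutM (27.9 ± 6.86) was near the intergenic level, as was the glucitol transporter gene srlA (36.9 ± 5.43). None of 6 glucitol genes was correlated with gutM on log2 values (r from -0.0164 for gutQ to 0.362 for srlE). On the standardized deposited signals, in contrast, srlE (r = 0.887, rho = 0.921), srlA (r = 0.74, rho = 0.813), srlB (r = 0.675) and srlD (r = 0.664) were correlated with gutM, each at an adjusted p of 0.0021 or less by permutation. A signal near background has a standardized value near the lowest of its array, which varied from -0.521 to -0.462 between arrays. Low signals share this variation, so these coefficients do not separate a relation with gutM from an effect of the standardization. The galactose repressor gene galR was negatively correlated with galT (r = -0.685, permutation p = 0.00041, adjusted p = 0.00164; rho = -0.739, permutation p = 0.00014) and mglB (r = -0.524, permutation p = 0.0133, adjusted p = 0.0443; rho = -0.508, permutation p = 0.0164). Of these, galT encodes the uridylyltransferase of galactose breakdown and mglB the galactose-binding protein. Without the 2 arrays farthest from the median of galR, r was -0.62 for galT and -0.437 for mglB. Neither relation passed within strains, where r was 0.0021 for galT and -0.387 for mglB.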

Besides the *malT*-regulating network, four networks related to carbon compounds (Nos. 3, 7, 12 and 15) were also included in the examined networks, but they showed no significant probability: the TFs in each network are *araC*, *galR*, *gutM*, and *exuR*, and they regulate products related to the transport of arabinose, galactose, glucitol, and hexuronate, respectively [29-32]. 

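The hexuronate repressor gene exuR and its targets were compared in the same arrays. Among exuT, uxaC, uxuA and uxaB, only the transporter gene exuT was correlated with exuR, negatively (r = -0.721, permutation p = 0.00011, adjusted p = 0.00055; rho = -0.556, permutation p = 0.00818). The r of exuT was -0.585 without the 2 arrays farthest from the median of exuR, and -0.325 within strains, where it did not pass (adjusted p = 0.448 by permutation). Its p over all arrays takes arrays of a strain as independent and can be too low. The coefficients of the isomerase gene uxaC (r = 0.335, permutation p = 0.128; rho = 0.396, permutation p = 0.0678), of the mannonate dehydratase gene uxuA (r = 0.226, permutation p = 0.31; rho = 0.303, permutation p = 0.17) and of the oxidoreductase gene uxaB (r = 0.058, permutation p = 0.796; rho = 0.0548, permutation p = 0.809) did not pass. The altronate dehydratase gene uxaA was positively correlated with exuR (r = 0.734, permutation p = 1e-04, adjusted p = 0.00055; rho = 0.756, permutation p = 0.00012), with r = 0.678 within strains (adjusted p = 0.0307 by permutation). That relation did not pass on the standardized deposited signals (r = 0.448, adjusted p = 0.0854 by permutation). Wild-type signals were 347 ± 27.7 (SD, n = 4) for exuR, 145 ± 12.7 for exuT, 148 ± 5.92 for uxaC, 59.1 ± 9.84 for uxuA and 40.2 ± 5.53 for uxaB, the last of which is close to the intergenic probe sets. The wild-type mean of uxaA lay within the range of the median intergenic probe set. Its correlation with exuR thus rests in part on signals at the level of background.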

Among the four networks, the *galR *and *exuR*-regulating networks (Nos. 12 and 15) are coordinated in terms of their products: the *exuR *regulatory gene product controls the expression of the galacturonate pathway operons (*exuT*, *uxaC*, *uxuA*, and *uxaB*) [33]. Interestingly, galactose was the least efficiently utilized under anaeorbic conditions, among glucose, lactose, galactose, maltose, maltotriose, and maltohexaose [34]. This fact may be one of the reasons why our method revealed the consistency of network No. 14 with the data, and the lack of consistency of two of the networks, Nos. 12 and 15. In the remaining two networks, Nos. 3 and 7, there are no reasons for their lack of consistency with the present data. Thus, the detection of the network related to maltose metabolism is reasonable, at least in comparison with the galactose- and hexuronate-related networks.

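Genes of the maltose, galactose and hexuronate lists differed between strains. In the arcA knockout mglA, the ATPase of the galactose transporter, rose from 16.5 ± 6.66 (SD, n = 4) to 185 ± 38.1 (SD, n = 3; adjusted p = 9.1e-07), and mglB rose from 104 ± 9.74 to 574 ± 87.2, 5.51-fold (adjusted p = 1.2e-07); the wild-type signal of mglA lay under that of the median intergenic probe set. Of 9 GalR-regulated genes, 4 were higher in the arcA knockout and none was lower (4 higher when adjusted over the list alone). The shift of the list passed by camera (adjusted p = 0.000318, and adjusted p = 0.0166 with an estimated correlation). Without wild-type replicates 1 and 2 it did not pass camera with an estimated correlation (adjusted p = 0.0894). In the double knockout 6 of the 9 were higher, galT among them (231 ± 25.1 against 134 ± 17 in the wild type, adjusted p = 1.22e-05), and galR itself was lower (143 ± 11.7 against 188 ± 18.5, adjusted p = 0.0141). Of 10 MalT-activated genes, 3 were higher in the arcA knockout and none was lower (5 higher when adjusted over the list alone). These were malK (163 ± 41.9 against 40 ± 43.5, adjusted p = 0.0413), lamB (351 ± 86.1 against 136 ± 82.1, adjusted p = 0.0237) and malP (422 ± 31.8 against 289 ± 40.5, adjusted p = 0.0153). The maltose list passed camera in the arcA knockout (adjusted p = 0.00248, but adjusted p = 0.43 with an estimated correlation). In the fnr knockout 0 maltose genes passed by limma (1 lower at an unadjusted p under 0.05), and in the double knockout malM alone did (176 ± 66.9 against 86.3 ± 36.9, adjusted p = 0.0321). Of 7 hexuronate genes, uxaC was higher in the arcA knockout (190 ± 14.4 against 148 ± 5.92, adjusted p = 0.017), and in the double knockout exuT was higher (189 ± 7.91, adjusted p = 0.00821) and uxaA lower (7.17 ± 1.34 against 31.9 ± 15.9, adjusted p = 0.00438). That list passed camera in no comparison.

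The calls of malK, lamB and malM ended when wild-type replicate 1 or 2 or either of replicates 1 and 2 of the knockout was left out, those of exuT and uxaA without wild-type replicates 3 and 4 together, that of galR without double knockout replicate 1 (adjusted p = 0.0739), and that of uxaC without arcA replicate 2 or 3. The call of uxaA also ended with the floor at the 25th percentile (adjusted p = 0.143).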

As for the second network (No. 28), the biological function is defined as anaerobic respiration, and its detection is clearly reasonable. 

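Most genes of anaerobic respiration were lower in the fnr knockout. Of 26 genes for terminal reductases and respiratory dehydrogenases that FNR activates, 20 were lower in the fnr knockout and none was higher (21 lower when adjusted over the list alone). The dimethyl sulfoxide reductase genes dmsA (b0894) and dmsB (b0895) fell from 754 ± 92 (SD, n = 4) to 15.9 ± 7.74 (SD, n = 3; adjusted p = 1.02e-08), and from 857 ± 95.9 to 46.8 ± 10.6, 18.6-fold (adjusted p = 8.27e-11). The nitrate reductase gene narG (b1224) fell from 801 ± 511 to 24.8 ± 4.77 (adjusted p = 4.18e-07). The nitrite reductase gene nrfB (b4071) fell from 388 ± 206 to the floor on all 3 arrays (adjusted p = 2.2e-08). The list fell by 1.85 on the log2 scale at its median, and its shift passed by camera (adjusted p = 2.09e-17, and adjusted p = 0.0316 with an estimated correlation). Against wild-type replicates 3 and 4 alone its median log2 difference was -1.62. There the list did not pass camera with an estimated correlation (adjusted p = 0.102). The 6 members that did not pass were fdnG, fdnH and fdnI of formate dehydrogenase-N and glpA, glpB and glpC of the anaerobic glycerol-3-phosphate dehydrogenase.

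In the double knockout 19 of the 26 genes were lower than in the wild type (19 when adjusted over the list alone), with dmsA at 17 ± 9.98, narG at 27.9 ± 8.59 and nrfB at 10.3 ± 3.54. In the arcA knockout 11 were lower and none was higher, with smaller changes (13 lower when adjusted over the list alone). There nrfB was 61.1 ± 33.9 (adjusted p = 0.000163) and narG was 221 ± 89.8 (adjusted p = 0.00801), a call that ended without arcA replicate 2 (adjusted p = 0.0515) or wild-type replicates 1 and 2. The list passed camera in the arcA knockout (adjusted p = 0.0066, but adjusted p = 0.43 with an estimated correlation), as it did in the double knockout (adjusted p = 5.87e-08, but adjusted p = 0.149 with an estimated correlation).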

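In the fnr knockout, 406 probe sets were higher and 531 lower than in the wild type by limma (386 and 673 with the values as deposited, but 487 and 426 with each array centred on its median). Among the largest falls were those of hiuH, the hydroxyisourate hydrolase gene, from 2884 ± 1164 (SD, n = 4) to 49.2 ± 11.3 (SD, n = 3), and of ydfZ (b1541), from 4687 ± 509 to 98.7 ± 5.22, 47.3-fold (adjusted p = 8.38e-17). The selenate reductase genes ynfE (417 ± 38.3 to 24.7 ± 5.83) and ynfF (792 ± 132 to 42.3 ± 22.8) and ydjX (425 ± 76.1 to 25.1 ± 2.02) also fell. Among the largest rises was that of ndh (b1109), the NADH dehydrogenase of aerobic respiration, from 24.5 ± 13.7 to 1056 ± 82.2 (adjusted p = 2.26e-07). Genes of both quinol oxidases were higher too, as cyoA of cytochrome bo (156 ± 26.9 to 1577 ± 475, 9.88-fold, adjusted p = 9.5e-09) and cydA of cytochrome bd (1330 ± 128 to 3622 ± 247, 2.73-fold, adjusted p = 1.58e-06).

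Of the 48 genes listed as activated by FNR, 40 were lower and none was higher (41 lower when adjusted over the list alone), and the list passed camera (adjusted p = 1.59e-22, and adjusted p = 0.0117 with an estimated correlation). Besides respiration, the list holds uptake, fumarate and formate genes, and its members without a call were the 6 respiratory ones of fdn and glp and the iron transport genes feoA and feoB. The list of FNR-repressed aerobic genes moved both ways, with ndh and 5 cyo genes higher and 8 nuo genes of the other NADH dehydrogenase lower (12 lower when adjusted over the list alone), so that its median was -0.71, its mean 0.47 and its camera result, upward, did not pass (adjusted p = 0.795). Of 8 fermentation genes 6 were lower (6 when adjusted over the list alone), such as pta (1127 ± 147 to 493 ± 99.2, adjusted p = 8.77e-06) and ackA (3018 ± 176 to 1933 ± 117, adjusted p = 2.91e-06) of acetate formation. That list passed camera at an adjusted p = 0.00288, but adjusted p = 0.197 with an estimated correlation. Of 19 RpoS-dependent genes 11 were higher (11 when adjusted over the list alone), such as osmY (344 ± 138 to 2183 ± 123, adjusted p = 7.48e-07), with an adjusted p = 3.8e-08 for the list and an adjusted p = 0.331 with an estimated correlation. The wild-type arrays differed in that list too, with a mean log2 signal of 10.144 and 10.256 in replicates 1 and 2 and of 9.172 and 9.145 in replicates 3 and 4, against 10.869, 10.614 and 10.548 in the fnr knockout. Of 28 iron uptake genes 4 were higher (0 when adjusted over the list alone and 14 at an unadjusted p under 0.05; adjusted p = 5.6e-06 for the list, but adjusted p = 0.632 with an estimated correlation). The iron list stood highest on fnr replicate 1, with a mean log2 signal of 8.872 against 6.143 and 5.842 on the other arrays of the strain, and was also high on arcA replicate 2 (6.952, against 5.387 and 5.428 on the other arcA arrays). Without fnr replicate 1, 605 probe sets differed in place of 937.

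**Figure D3:**
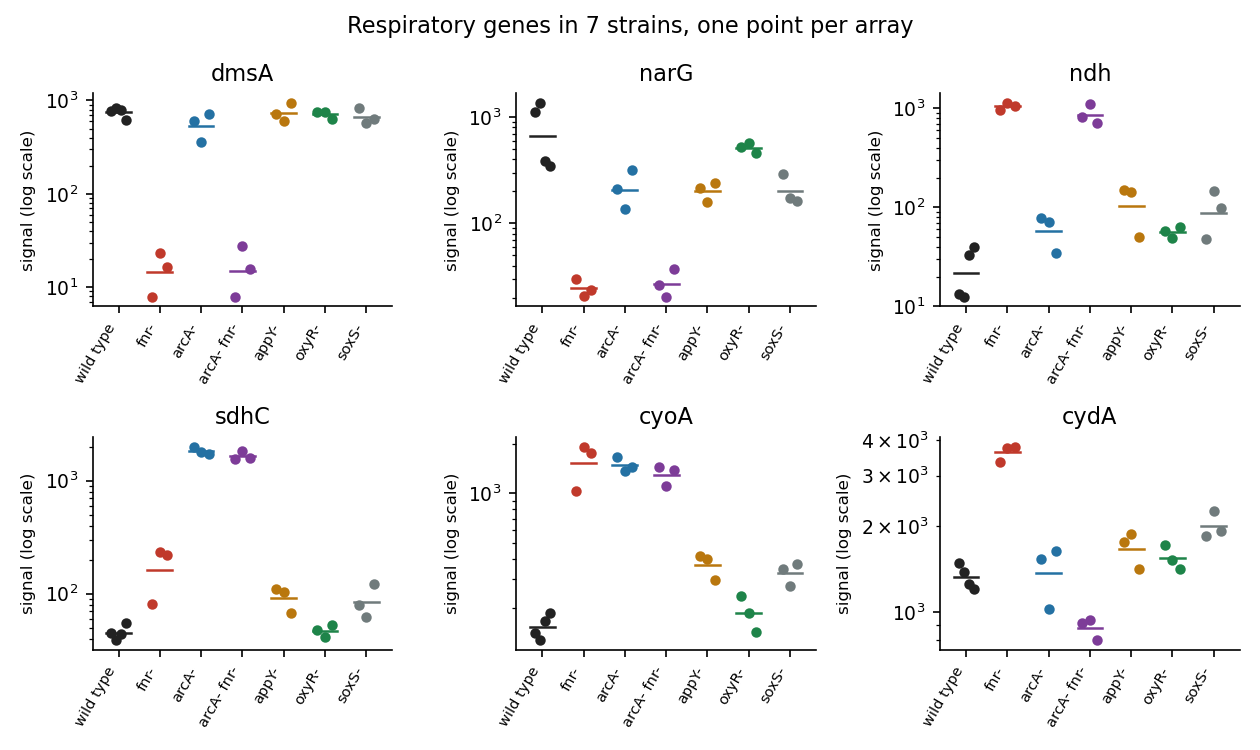
Signals (vertical axes, log scale) of dmsA, narG, ndh, sdhC, cyoA and cydA in the 7 strains (horizontal axes), with 1 point per array and a bar at the geometric mean of each strain. Signals of dmsA and narG are lowest in both strains that lack fnr, and ndh is highest there.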

The gene encoding the transcription factor in the network is *fnr*, one of the seven global regulators in *E. coli *[35], and the modular controlled by its product, Fnr, encodes proteins involved in cellular adaptation to growth in anoxic environments [36-38]. Since the network is related to adaptations to environmental changes, many genes are comprehensively associated with each other, and the network structure is complex, as seen in Fig 5B. Thus, the consistency of the *fnr*-regulating network with the present data demonstrates the validity of the present method for searching a large-size network consistent with data measured under particular cellular conditions.

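For the star graph of fnr, the agreement with the data lay between strains and not among arrays of a strain. On log2 values with an intercept, the 7 strain means alone gave the whole graph of 48 targets a GCP of 1.87e-05, and the deviations of the 22 arrays from their strain's mean gave a GCP of 1. For the graph of the 26 respiratory targets the strain means gave 0.0203 and the deviations gave 1. These choices of data points, and those that leave out a strain, were applied to log2 values after the values had been seen. The strain means and the deviations also differ in the number of points, 7 and 22. Leaving out any single strain kept the whole graph under 0.05 (highest value 1.65e-07, without the double knockout), and the respiratory graph rose to 0.0829 without the double knockout. The fnr and the double knockout both lack fnr, so leaving out either keeps the low fnr signal of the other. Leaving out both together was not run, so these values do not show whether the graph passes without the deletion of fnr. For malT the order was reversed, with 0.0303 from the deviations and 0.31 from the strain means. The median r between fnr and its targets over the 22 standardized arrays was 0.623, and that between malT and its targets 0.839.

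The paper reasons that the network under Fnr serves adaptation to growth without oxygen, and states that its detection in profiles measured without oxygen is reasonable. From its GCP (Table 1) and the complexity of its structure (Fig. 5B), the paper concludes that the method can find a large network that accords with data measured under a particular cellular condition.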

It may seem overly strict to estimate the network consistency by the present method. 

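In the arcA knockout all 25 listed genes of the TCA cycle, the glyoxylate shunt and aerobic respiration were higher than in the wild type (25 higher when adjusted over the list alone), with a median log2 difference of 2.69 (camera adjusted p = 2.9e-46, and adjusted p = 0.00145 with an estimated correlation). The succinate dehydrogenase gene sdhC (b0721) rose from 45.5 ± 6.64 (SD, n = 4) to 1851 ± 137 (SD, n = 3), 40.9-fold (adjusted p = 1.01e-09), and sdhA rose from 173 ± 10 to 2926 ± 61.5. All 7 genes of fatty acid degradation were higher (7 when adjusted over the list alone), such as fadB (25.8 ± 9.33 to 309 ± 15.2, adjusted p = 5.82e-08), with an adjusted p of 9.87e-14 for the list (adjusted p = 3.23e-05 with an estimated correlation). Other large rises were those of mhpR, the regulator gene of phenylpropionate breakdown (8.57 ± 2.79 to 490 ± 27.8), of yjcH (6.63 ± 0.455 to 286 ± 50.5) and of the acetyl-CoA synthetase gene acs (36 ± 3.81 to 852 ± 70.5, 23.7-fold). The gene ydcI was at the floor in the wild type and at 134 ± 22.7 in the knockout. Of 17 PhoB-activated genes, 7 were higher, phoH (19.2 ± 4.58 to 448 ± 82) and ugpE among them, and 1, the sensor kinase gene phoR, was lower (7 and 1 when adjusted over the list alone). The PhoB list passed camera (adjusted p = 1.1e-05, and adjusted p = 0.0166 with an estimated correlation). Without wild-type replicates 1 and 2 its median log2 difference was 0.12, and camera with an estimated correlation did not pass (adjusted p = 0.16). The 9 genes of hydrogenase 1 and the acid phosphatase operon were all lower (9 when adjusted over the list alone), such as appC (1339 ± 666 to 215 ± 90.9), although that list's adjusted p of 1.12e-05 became an adjusted p = 0.416 with an estimated correlation. The wild-type arrays differed in that list, with a mean log2 signal of 10.245 and 10.584 in replicates 1 and 2 and of 9.061 and 8.974 in replicates 3 and 4, and against replicates 3 and 4 alone its median log2 difference went from -1.99 to -1.29 and still passed camera, but not with an estimated correlation (adjusted p = 0.497).

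In the double knockout the 25 ArcA-repressed genes and the 7 fatty acid genes were again all higher (camera adjusted p = 2.36e-25 and 3.56e-08, and adjusted p = 0.0238 and 0.000766 with an estimated correlation). Of the 48 FNR-activated genes 40 were lower (42 when adjusted over the list alone), and that list passed camera (adjusted p = 1.23e-12, and adjusted p = 0.0342 with an estimated correlation). Without wild-type replicates 1 and 2 and with an estimated correlation, the fatty acid list passed camera (adjusted p = 0.0122). The ArcA-repressed and FNR-activated lists did not pass there (camera adjusted p = 0.0608 for both). The glycolate oxidase gene glcD rose from 32.4 ± 6.3 to 1081 ± 209. The gene ariR, a regulator of biofilm and acid resistance, was at the floor in the wild type and at 316 ± 61.8 in the double knockout. All 9 ATP synthase genes were lower (9 when adjusted over the list alone), atpA by 1.68-fold (2313 ± 189 to 1383 ± 185, adjusted p = 6.37e-06), with an adjusted p of 0.000147 for the list, but adjusted p = 0.352 with an estimated correlation. Of 14 cysteine and sulfate assimilation genes 12 were lower (13 when adjusted over the list alone), with an adjusted p of 0.00228, but adjusted p = 0.508 with an estimated correlation.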

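The effect of deleting fnr differed between strains with and without arcA for 408 probe sets, 269 with a higher and 139 with a lower difference in strains without arcA, by a test of the interaction. Of 100 labelings of the arrays, the real one included, 5 gave as many, so chance cannot be excluded for this count. Without arcA replicate 2 the count was 249. The signal of cydA, which rose without fnr alone, was 882 ± 75.2 (SD, n = 3) in the double knockout, 1.51-fold lower than in the wild type (adjusted p = 0.00321), and the log2 difference of the fnr effects was -2.08 (adjusted p = 1.81e-05). For cyoA, which rose in either single knockout, that difference was -3.50 (adjusted p = 6.83e-06). For osmY it was -1.91 (adjusted p = 0.00612).

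Genes that AppY is known to activate were lower in the appY knockout. All 9 genes of hydrogenase 1 and the acid phosphatase operon were lower there (9 when adjusted over the list alone), such as appA (485 ± 265 to 79.5 ± 15.6, adjusted p = 0.00163), appC (173 ± 16, adjusted p = 0.000721) and hyaC (1062 ± 606 to 172 ± 22.9, adjusted p = 0.00214). The list's camera adjusted p was 2e-19, but adjusted p = 0.143 with an estimated correlation. Of 15 acid resistance genes 9 were lower and none was higher (12 lower and 1 higher when adjusted over the list alone), with glutamate decarboxylase gene gadA at 135 ± 35.6 against 1701 ± 1141 (adjusted p = 0.00755). That list's adjusted p was 4.13e-13, but adjusted p = 0.201 with an estimated correlation. In the soxS knockout, 8 of the same 9 AppY-activated genes and 8 of the 15 acid resistance genes were lower (9 and 13 when adjusted over the list alone), and 0 of 15 SoxS-activated genes differed by limma (0 when adjusted over the list alone, 3 at an unadjusted p under 0.05). The camera results there, 4.49e-08 for the AppY list and 3.36e-09 for acid resistance, gave an adjusted p = 0.364 with an estimated correlation for both. In the oxyR knockout 0 of 15 OxyR-activated genes differed by limma (0 also at an unadjusted p under 0.05). The wild-type arrays themselves spread widely in these genes, with gadA at 2623 and 2752 in replicates 1 and 2 and at 728 and 700 in replicates 3 and 4. Without replicates 1 and 2, 12 probe sets differed in the appY knockout in place of 88 and 12 in the soxS knockout in place of 159, and gadA passed in neither.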

Some other networks besides the two detected networks might be operating under anaerobic conditions. However, the strictness of the consistency estimation is one of the prerequisites for exploring unknown networks. The falsely detected networks should be excluded as much as possible, and the detection of a few definite network candidates may serve as the initial step for investigating the unknown networks that are unexpected, in terms of biological knowledge. In addition, the strictness for consistency estimation is easily modified by setting the selection degree with a significance probability. As a result, the present method reveals the strictly consistent networks with the expression profiles measured under specific conditions, and will be useful to find the activated network candidates among many given networks.

### Merits and Pitfalls of the Present Method

The present method successfully evaluates the consistency of a network with the artificial and actual data, which is expressed as a probability, *GCP*. The *GCP *of each known network is estimated from one set of data in which the constituent molecules of the network were measured under one particular condition. Although a large amount of noise prevents a confident estimation of the *GCP*, the present method is robust in terms of the data sampling dimensions, the parameters in the method, and the network structure variation. The plausibility of the structure variation and scale is illustrated by the detection of actual networks for the simple network of the SOS response and the large and complicated network for anaerobic respiration. Thus, the present method is feasible to evaluate the consistency of the networks with a set of data measured under particular conditions.

The present method may be further applied to various analyses of biological issues. One example is a simple extension of the demonstration shown in the preceding section, as follows. Assume that we know more than two distinctive cell stages, and that we can measure the data of the constituent molecules in different stages. Then, we evaluate the consistency of a set of known networks with the respective data. By this evaluation, we may detect the activated networks, among the known networks that are specific to the respective cell stages. For example, the present method may address the problem of which known networks are activated in progressive diseases and in cell differentiation processes. Thus, the present method will be useful to investigate the network variation in various cell stages responding to different environments. Another example is a utilization of the graphs generated in GEV modeling. Assume that we know a network model for a biological phenomenon, and that a few molecules have been newly detected, and are responsible for the phenomenon. Then, we face the issue of how the newly detected molecules should be connected to the previous network. In this situation, our method may present a solution. A new network is tentatively constructed, by connecting the newly detected molecules into the previous network with the full use of biological knowledge, and then the consistency of the tentative network is estimated with the data measured under the conditions where the relationship of the new molecules with the phenomenon was found. If the *GCP *shows the significance probability, then the network is a promising model for the phenomenon. If not, then we can list some network candidates with the significance probability that commonly share the structure of the previous network, among the generated networks for the GEV distribution. Note that the present method aims to evaluate the consistency between the known network structures and the measured data. Thus, the network inference without any given network structures is beyond the present study. At any rate, these two examples will be demonstrated by appropriate networks and data in the near future.

In terms of the methodology, the present method is a rational extension of the previous study based on linear regression [18], by the combination of the Gaussian network and the extreme value distribution. Indeed, the application range on the network structure is expanded, from simple networks with two-layer relationships to more complex networks with multiple-layer relationships. In addition, the present method is complementary with the d-sep test; the graph consistency is estimated for the associations between variables (existence of edges in the graph) in our method, and in contrast, no associations between variables (no edges in the graph) are considered in the d-sep test [14]. However, the d-sep test failed to select the activated networks: when we set the significance probability to 5%, 27 networks among the 29 networks were consistent with the data measured under specific conditions, and only two networks were not (see additional file 7: d-sep test and SEM for 29 network structures). 

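The d-sep test was run here on the same 19 star graphs, as Fisher's C over all pairs of targets given their regulator. In this form a small p means that targets still vary together once the regulator is held fixed, which the graph rules out. All 19 graphs had a p under 0.05. For malT, 11 of 45 pairs of maltose genes were related given malT (p = 2.83e-10, n = 22 arrays), and for araC (p = 2.09e-20), galR (p = 4.81e-36) and gutM (p = 1.19e-26) the values were lower still. The graph of fnr had 446 of 1128 related pairs and a p of 0 to the last digit computed. The hexuronate graph of exuR came nearest to the threshold, with 2 of 21 related pairs, C = 59.6 on 42 degrees of freedom and p = 0.0383 (n = 22). On log2 values exuR alone did not pass (p = 0.171, n = 22), so that 18 graphs had a p under 0.05. The p of exuR was also above 0.05 without the arcA (0.065), double (0.0912), fnr (0.146) or oxyR (0.204) knockout strain (n = 19 arrays) and without the wild type (0.0583, n = 18). Arrays of the same strain are not independent draws, which these p-values do not take into account.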

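Structural equation models were fitted to the 10 star graphs with at most 15 nodes, and compared with the saturated model by the likelihood ratio. All 10 had a p under 0.05. The p-values were 3.09e-12 for malT and its maltose genes, 8.76e-14 for araC, 1.02e-30 for galR and 1.43e-17 for gutM. The lowest chi-square was that of exuR, with 40.3 on 21 degrees of freedom and p = 0.00692. Without the oxyR knockout strain exuR gave p = 0.0564 (n = 19 arrays) and on log2 values p = 0.0873 (n = 22), and the other 9 graphs stayed under 0.05 in both settings. The larger graphs of fnr and arcA were not fitted, since they have more genes than there are arrays.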

Interestingly, SEM also failed (see also the additional file 7): 27 networks among the 29 networks were consistent with the data, and one of the two remaining networks could not be evaluated, due to a numerical calculation violation. Thus, our method may be appropriate for tightly estimating the graph consistency in comparison with the d-sep test and SEM. Furthermore, our method differs from the d-sep test in a strict sense. The present method is based on the generation of artificial graphs in the estimation of graph consistency with the measured data, while the d-sep test is based on the direct hypothesis of a population distribution [14,16]. Thus, our method is an asymptotic approach, and is similar to various methods for model selection in network inference, such as various Bayesian network models [8,9]. Note that the present *GCP *is an occurrence probability, and definitely differs from the model selection procedure by using the scores that show a relative difference.

The consistency of a model with the observed data also reminds us of the identifiability problem in the compartmental models for tracer kinetics [39]. The identifiability problem addresses the issue of whether the unknown parameters can be determined uniquely or non-uniquely from the tracer data. Although a systematic algorithm for the identifiability problem was proposed regardless of the model structure [40], its application is limited to the ideal context of noise-free data. Recently, we have partially exploited the identifiability problem algorithm to treat data including noise [41]. Indeed, a network including a cyclic relationship has been examined to estimate the consistency with noisy data. Although this method has a limitation of the network size to smaller than 10 nodes and 15 edges, another method with a symbolic approach may partly compensate for the statistical approach presented here for the limitation of the network structure.

## Conclusion

We have proposed a novel method to estimate the consistency of a given network with the measured data as a probability (*GCP*: graph consistency probability), based on the Gaussian network and the generalized extreme value distribution. The performance of the present method was validated by application to artificial graphs with simulated data and actual graphs with measured data from *Escherichia coli*. The plausible evaluation of the consistency between the network structures and the corresponding measured data promises to help reveal the network structure variations depending on the environments in a living cell, as well as to form a bridge between the static network from the literature and the corresponding measurements.

## Methods

### Data Generation for Simulation

We generates the numerical data according to a standard statistical procedure [16]. The data for 10 nodes with 50 sampling dimensions, {*X*_*kl*_, for *k *= 1,2,...10, and *l *= 1,2,...50}, are generated by using the following structural equations that correspond to the parent-descent relationships in Fig. 1:

(1) $$\{\begin{array}{l} X_{1l}=N(0,\sigma )\\ X_{2l}=N(0,\sigma )\\ X_{3l}=N(0,\sigma )\\ X_{4l}=\alpha_{1,4}X_{1l}+N(0,\sigma )\\ X_{5l}=\alpha_{1,5}X_{1l}+N(0,\sigma )\\ X_{6l}=\alpha_{2,6}X_{2l}+\alpha_{3,6}X_{3l}+N(0,\sigma )\\ X_{7l}=\alpha_{4,7}X_{4l}+N(0,\sigma )\\ X_{8l}=\alpha_{4,8}X_{4l}+N(0,\sigma )\\ X_{9l}=\alpha_{6,9}X_{6l}+\alpha_{7,9}X_{7l}+N(0,\sigma )\\ X_{10l}10=\alpha_{9,10}X_{9l}+N(0,\sigma ) \end{array}$$

where *N*(0, *σ*) means a value that follows a normal distribution with a zero mean and a standard deviation of *σ*, and *α*_*i*,*j *_is a path coefficient relating variables *i *and *j*. Here, we set *σ *to 0.1, and the following parameterization was used: *α*_*i*,*j *_= 0.5. Thus, we obtain a graph and examine the corresponding data to estimate their consistency with the graph. Note that the above data generated by linear equations may not precisely reflect the measured data underlying various non-linear relationships. Here, we adopted the linear relationships as the first approximation to test the performance of the present method. The performance for the complex relationships will be tested by actually measured data.

### Recursive Factorization of Causal Graph

Suppose a causal graph is a directed acyclic graph (DAG), *G*(*V*_*i*_, *E*_*j*_), where *V*_*i *_is a vertex (*i *= 1, 2, ..., *n*_*v*_) and *E*_*j *_is an edge (*j *= 1, 2, ..., *n*_*e*_) in the graph. The DAG can be factorized into subgraphs according to the parent-descent relationships [15]. Then, the joint density function *f*(*X*_*i*_), corresponding to *V*_*i *_for the graph *G*, can be factorized into the conditional density functions according to the graph, as follows:

(2) $$f(X_{1},X_{2},\cdots ,X_{n_{v}})=\prod_{i=1}^{n_{v}}f(X_{i}|pa\{X_{i}\}),$$

where *pa*{*X*_*i*_} is the set of variables corresponding to the parents of *V*_*i *_in the graph.

### Gaussian Network (GN)

The causal graph meets the measured data based on the Gaussian network model [20]. On the assumption that the probability variable *X*_*i *_is subjected to a multiple normal distribution, each conditional function in equation (2) is obtained by linear regression for the measured data of the constituent nodes (molecules) measured at *m *points, i.e.,

(3) $$f(X_{i}|pa\{X_{i}\})=\frac{1}{\sqrt{2\pi \sigma_{i}^{2}}}\exp\left[\frac{-1}{2\sigma_{i}^{2}}\sum_{k=1}^{m}{\left(x_{ik}-\sum_{j=1}^{n_{i}}\beta_{ij}x_{jk}\right)}^{2}\right],$$

where *x*_*ik *_is the measured value of *X*_*i*_, at the *k*-th point, and *n*_*i *_is the number of variables corresponding to the parents of *V*_*i*_. Thus, the joint density function in equation (2) is expressed by the regression for the measured data in equation (3). Finally, the logarithm of the likelihood of the equation (3) is calculated for the measured data as

(4) $$l(G_{0})=\ln\prod_{i=1}^{n_{v}}f(X_{i}|pa\{X_{i}\})=-\frac{1}{2}\sum_{i=1}^{n_{v}}\sum_{j=1}^{n_{i}}\left\{\frac{1}{\sigma_{i}^{2}}\sum_{k=1}^{m}{\left(x_{ik}-\sum_{j=1}^{n_{i}}\beta_{ij}x_{kj}\right)}^{2}+\ln\left(2\pi \sigma_{i}^{2}\right)\right\}.$$

Thus, the GN allows us to quantify a given network into the corresponding numerical value from the measured data, according to the network form. Note that the calculation of likelihood itself requires no assumptions on the relationships between variables. Indeed, the likelihood can be calculated in the case of non-linear regressions, such as spline regression.

### Generalized Extreme Value Distribution (GEV)

Next, we estimate the probability of *l*(*G*_0_) by using the generalized extreme value distribution [21]. First, the log-likelihoods of an ensemble of *n *networks generated according to the *GN *are calculated, and then the maximum log-likelihood is selected from them. The above procedure is iterated *l *times, i.e.,

(5) $$\begin{array}{c} l_{\max}^{1}=Max\left\{l\left(G_{1}^{1}\right),l\left(G_{2}^{1}\right),...,l\left(G_{n}^{1}\right)\right\}\\ l_{\max}^{2}=Max\left\{l\left(G_{1}^{2}\right),l\left(G_{2}^{2}\right),...,l\left(G_{n}^{2}\right)\right\}\\ \cdot \\ \cdot \\ \cdot \\ l_{\max}^{l}=Max\left\{l\left(G_{1}^{l}\right),l\left(G_{2}^{l}\right),...,l\left(G_{n}^{l}\right)\right\} \end{array}$$

The distribution of the maximum values by *l *iterations is expected asymptotically to be a generalized extreme value distribution, i.e.,

(6) $$G\left(l_{\max}\right)=\exp\left\{-{\left[1+\xi \left(\frac{l_{\max}-\mu }{\sigma }\right)\right]}^{-1/\xi }\right\}$$

defined on the set,

$$\left\{l_{\max}:1+\xi \left(\frac{l_{\max}-\mu }{\sigma }\right)>0\right\}$$

where the parameters satisfy -∞ <*μ *< ∞, *σ *> 0, and -∞ <*ξ *< ∞. The model has three parameters: *μ*, *σ*, and *ξ *are a location parameter, a scale parameter, and a shape parameter, respectively. Maximization of the log-likelihood of equation (6) with respect to the parameter vector (*μ*, *σ*, *ξ*) leads to the maximum likelihood estimate for any given dataset, using standard numerical optimization. In the present study, the *R extRemes *package [42] was used to fit the data to the GEV distribution.

Note that the standard likelihood ratio test [43] cannot be applied straightforwardly to a Gaussian network in the present case. This is because the density function of the population and the degrees of freedom in the likelihood ratio test are unclear when maximizing the likelihoods of the generated graphs. In the present method, the GEV distribution of the maximum values of likelihoods in the blocks of generated graphs is adopted analogically, instead of the maximum likelihood in the likelihood ratio test. The utilization of the GEV distribution requires the model fitting to the data, but allows us to set the significance probability arbitrarily, as usual in statistical tests.

Graph Consistency Probability (GCP)

If the goodness of fitness of the maximum values from the generated graphs is ascertained, then the occurrence probability of a given graph (*GCP*: *graph consistency probability*) can be directly estimated by corresponding the *l(G*_0_) in equation (1) to the probability density function of GEV obtained in (6), i.e.

(7) $$P\left(l\left(G_{0}\right)\right)=\int_{\left(G_{0}\right)}^{+\infty }G\left(l_{\max}\right)dl_{\max}.$$

Thus, the present method expresses the consistency in the form of a probability. The probability examines the possibility of whether the tested known networks are activated in the environment where the data were measured. If the probability is small, which corresponds to a large likelihood value, then the data are generated, according to the molecular relationships in the network.

### Actual Networks and Data for High-Throughput Consistency Search

We first classified a transcription factor (TF) and its regulated genes compiled in EcoCyc [44], according to the classification scheme of gene functions . Using the gene sets of the TF and the regulated genes in each function, we next reconstructed the networks: respective networks were reconstructed, so as to form the network structure with as many connections between the genes as possible. Thus, we obtained 130 regulatory networks that are characterized by biological functions. Since some networks were characterized by more than two functions, the 130 regulatory networks were redundant in terms of the connectivity and the constituent genes. Then, 29 networks were kept, after excluding the redundancy and the small networks with less than 8 edges (see Table 1 and additional file 6: 29 network structures analyzed in the present study).

The consistency of each of the 29 networks was estimated with one set of expression profiles measured under 22 different anaerobic conditions (GSE1107) [25] cited from NCBI GEO [45]. The expression profiles were standardized by the average and the standard deviation in each condition, as preprocessing of the measured data. 

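Over the 22 arrays the average used in this standardization was 304.8 to 321.3 and the standard deviation 584.8 to 695.6. Because the linear signals are skewed, 75.3% to 77.5% of the probe sets of an array lay below the average. The lowest standardized value of an array was between -0.521 and -0.462 and the highest between 7.41 and 10.75. A weakly expressed gene therefore had nearly the same negative value on every array. In a regression through the origin such genes follow each other whatever their variation between arrays. The median uncentred correlation of phoB with its phosphate genes was 0.943 while their median Pearson's r was -0.146. For soxS, the other graph that passed with these values, they were 0.184 and 0.072. These medians are signed, so targets above and below the average can cancel. The low value of soxS therefore does not show that its graph is free of this effect. With an intercept neither graph passed. For araC with the arabinose genes the values were 0.995 and 0.184, and for galR with the galactose genes 0.928 and -0.333. For fnr, whose targets include many genes above the average, the median uncentred correlation was -0.08 and the median Pearson's r 0.623. For arcA with the genes that it represses, the values were -0.476 and -0.898.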

In a few nodes (genes) in the original network constructed from the information in EcoCyc, the corresponding expression profiles were not found in the analyzed data (GSE1107), and the corresponding parts in the network were excluded.

## Authors' contributions

SS carried out the implementation and the calculations, and participated in the design of the study. SA participated in the design of the study, and helped to draft the manuscript. KH conceived of the study, participated in its design and coordination, and drafted the manuscript. All authors read and approved of the final manuscript.

## Supplementary Material

Additional file 1 **Details of the schematic description of the procedure**. The graph factorization at Step 1 and the four GEV-diagnostic plots of the probability plot, the quantile plot, the return-level curve, and the density plot at Step 4 (PDF file) are shown. Click here for file

Additional file 2 **Robustness in terms of data dimensions**. Four GEV-diagnostic plots of the probability plot, the quantile plot, the return-level curve, and the density plot (PDF file) are shown for the 15- and 30-dimension data, respectively. Click here for file

Additional file 3 **Robustness in terms of the parameters**. Four GEV plots (PDF file) are shown when two parameters were set as follows: *l *was set to 25, 50 and 100, and *n *was set to 100, 500, and 1000. Click here for file

Additional file 4 **Robustness in terms of the noise according to the gamma and uniform distributions**. *GCP*(=*P*(*l*(*G*_0_))) for the graph in Fig. 1 was calculated with simulated data according to the gamma and uniform distributions, and the frequencies of *GCP*s are plotted against the probability degree. The horizontal axis indicates the log(*GCP*) value, and the vertical axis is its frequency: black-colored bar, *λ *= 1 in gamma distribution; gray-colored bar, *λ *= 3; striped bar, *λ *= 5; and boxed bar, between 0 and 1 in uniform distribution. Click here for file

Additional file 5 **Robustness regarding the network structure variation**. GEV plots (PDF file) are shown for the three types of network structures in Fig. 3. Click here for file

Additional file 6 **The 29 network structures analyzed in the present study**. The 29 regulatory networks of *Escherichia coli *with more than 8 edges (PDF file) are shown, as constructed from the information on the regulatory relationships between two genes in EcoCyc [44]. Click here for file

Additional file 7 **SEM and d-sep test for 29 network structures**. The 29 regulatory networks of *Escherichia coli *were also tested by SEM and the d-sep test. Click here for file

# Supplementary material for: Network evaluation from the consistency of the graph structure with the measured data
**Source:** BMC Syst Biol. 2008 Oct 1;2:84. doi: 10.1186/1752-0509-2-84

Additional file 4 – Robustness in terms of the noise according to the gamma and uniform distributions

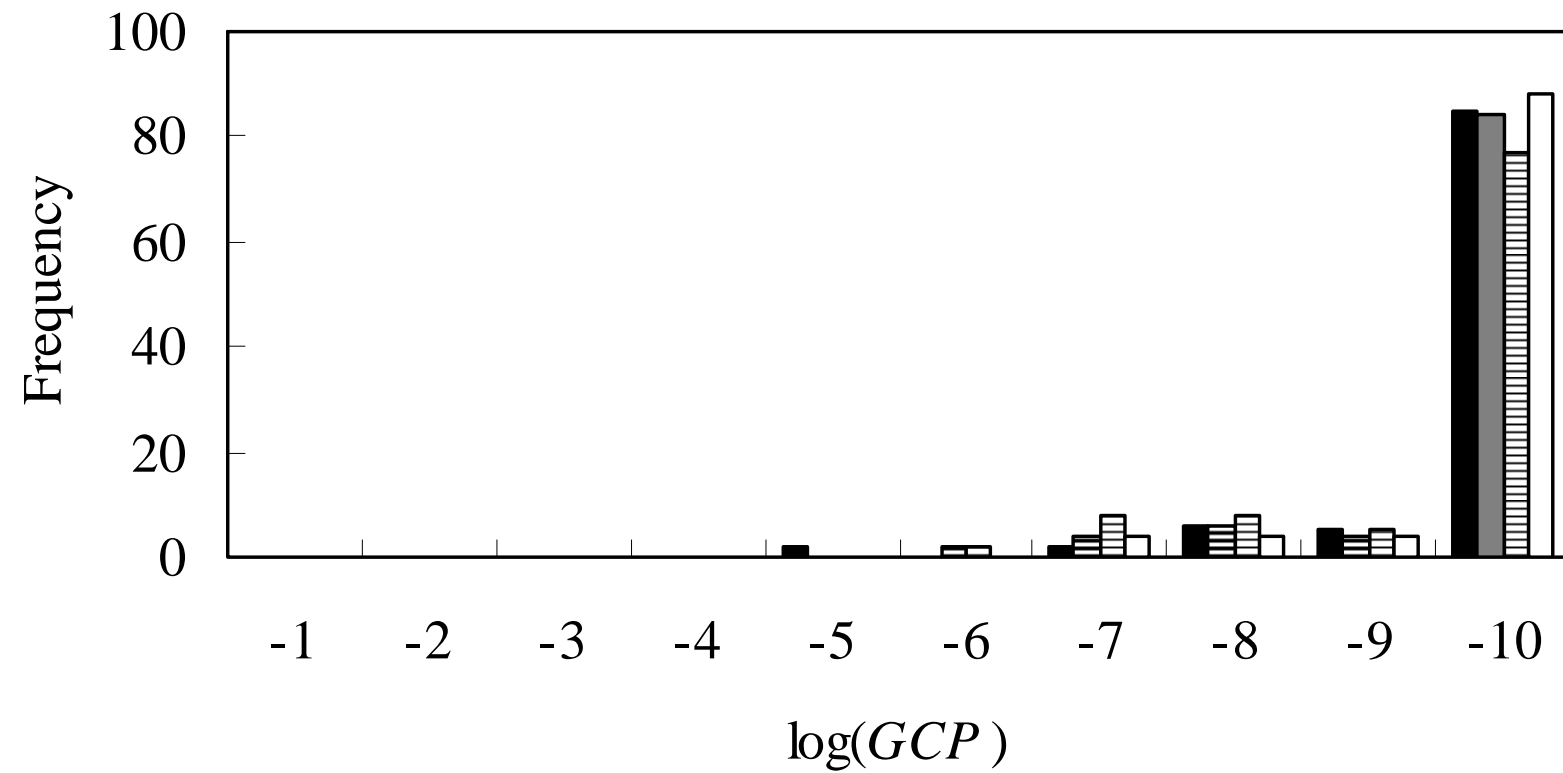

**Supplement:** Additional file 4 — Robustness in terms of the noise according to the gamma and uniform distributions. GCP(=P(l(G0))) for the graph in Fig. 1 was calculated with simulated data according to the gamma and uniform distributions, and the frequencies of GCPs are plotted against the probability degree. The horizontal axis indicates the log(GCP) value, and the vertical axis is its frequency: black-colored bar, λ = 1 in gamma distribution; gray-colored bar, λ = 3; striped bar, λ = 5; and boxed bar, between 0 and 1 in uniform distribution.

# Supplementary material for: Network evaluation from the consistency of the graph structure with the measured data
**Source:** BMC Syst Biol. 2008 Oct 1;2:84. doi: 10.1186/1752-0509-2-84

Additional file 6 – The 29 network structures analyzed in the present study

page	ID	description
2	C9333	detoxification
3	C9448	amino acids
4	C9449	carbon compounds
5	C9426	colanic acid (M antigen)
6	C9509	operon
7	C9448, C9462	amino acids, formyl-THF biosynthesis
8	C9449	carbon compounds
9	C9331	motility, chemotaxis, energytaxis (aerotaxis, redoxaxis etc
10	C9340	flagella
11	C9362	nucleoproteins, basic proteins
12	C9401	tryptophan
13	C9449	carbon compounds
14	C9376	cytoplasm
15	C9449	carbon compounds
16	C9449	carbon compounds
17	C9337	SOS response
18	C9354	DNA repair
19	C9383	arginine
20	C9474	nucleotide and nucleoside conversions
21	C9493	fermentation
22	C9376	cytoplasm
23	C9393	isoleucine/valine
24	C9420	purine biosynthesis
25	C9394	leucine
26	C9504	phosphorous metabolism
27	C9528	repressor
28	C9523	activator
29	C9490	anaerobic respiration
30	C9372	Transcription related

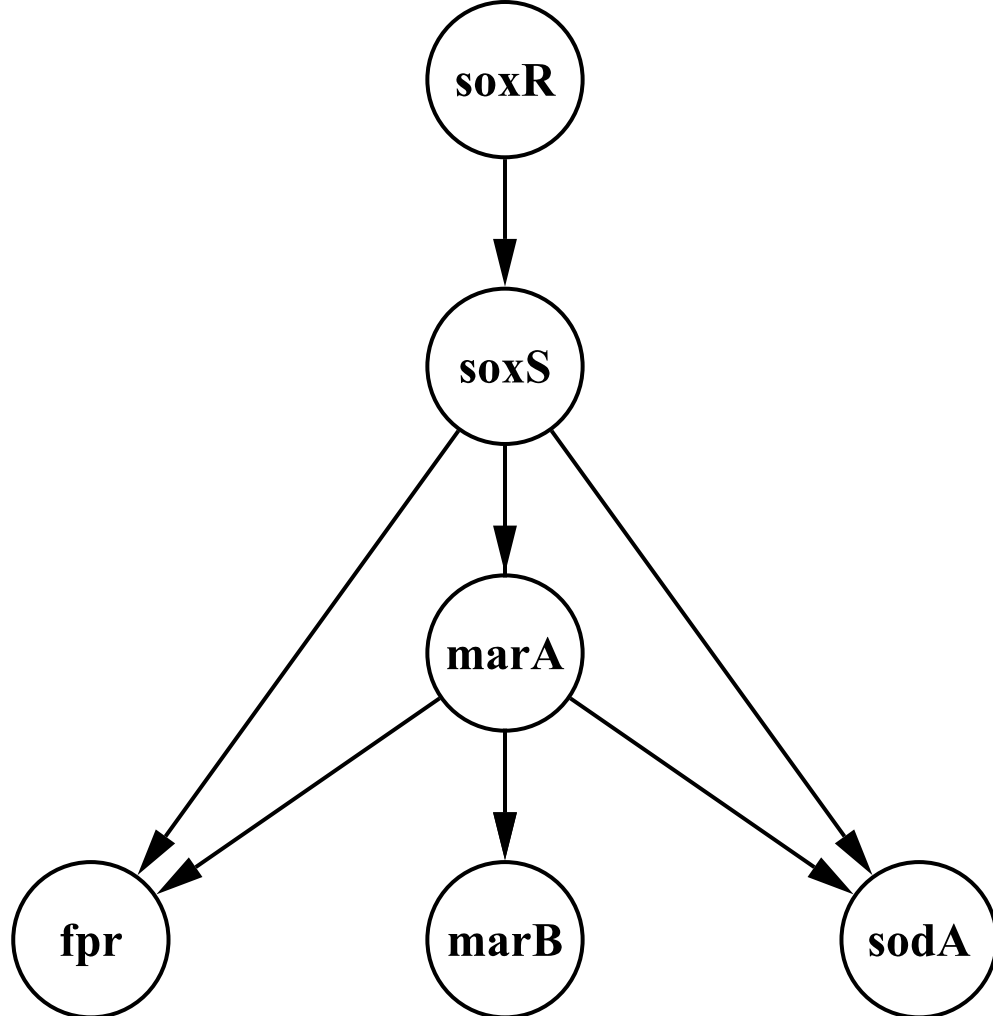

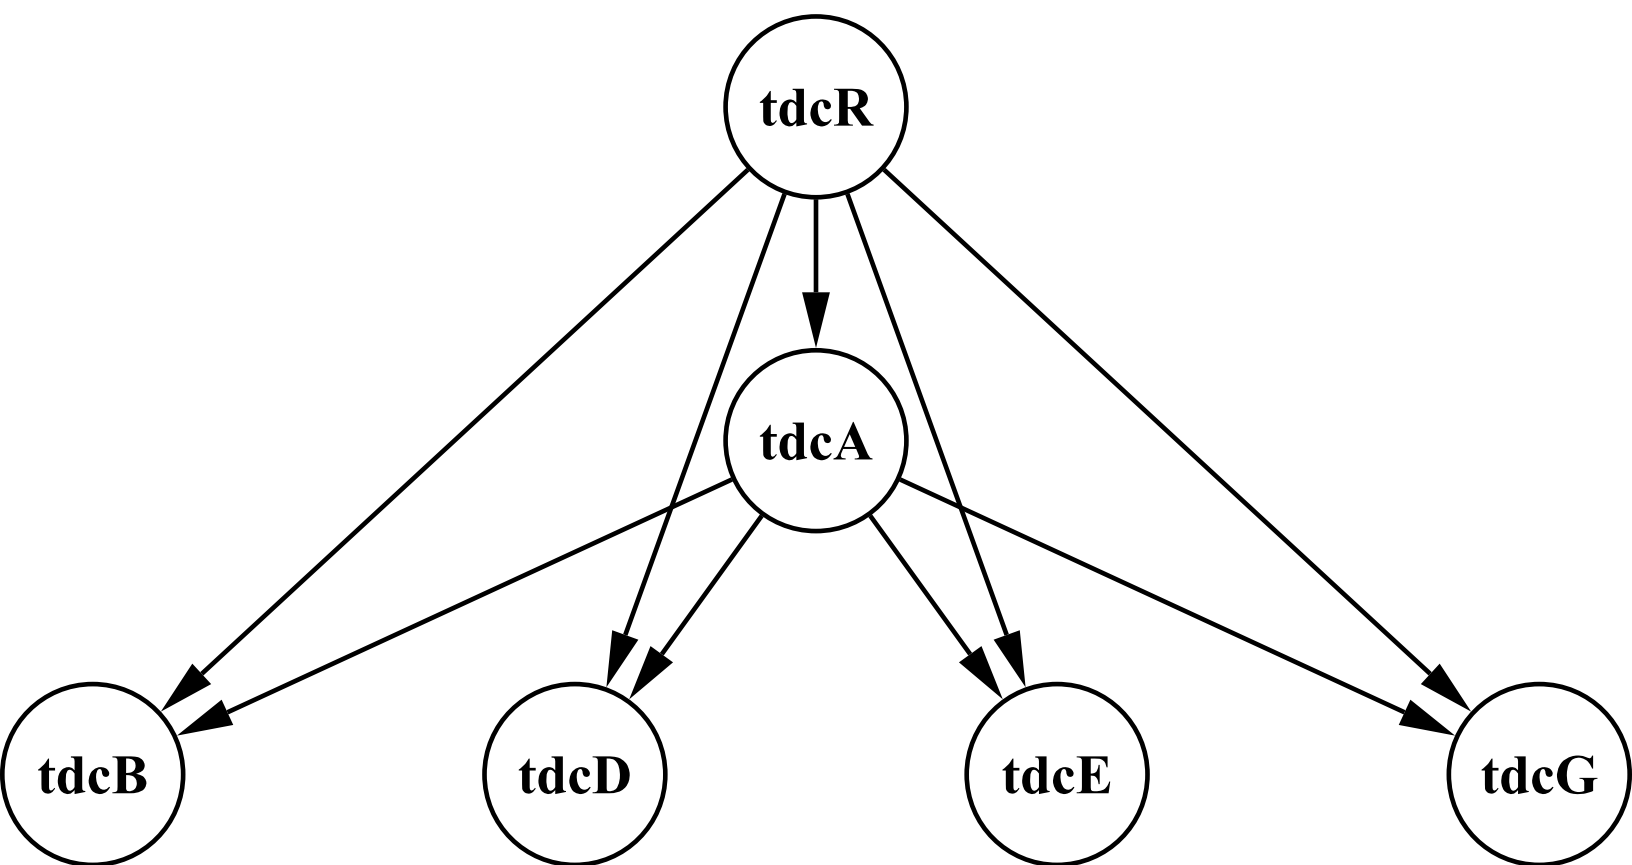

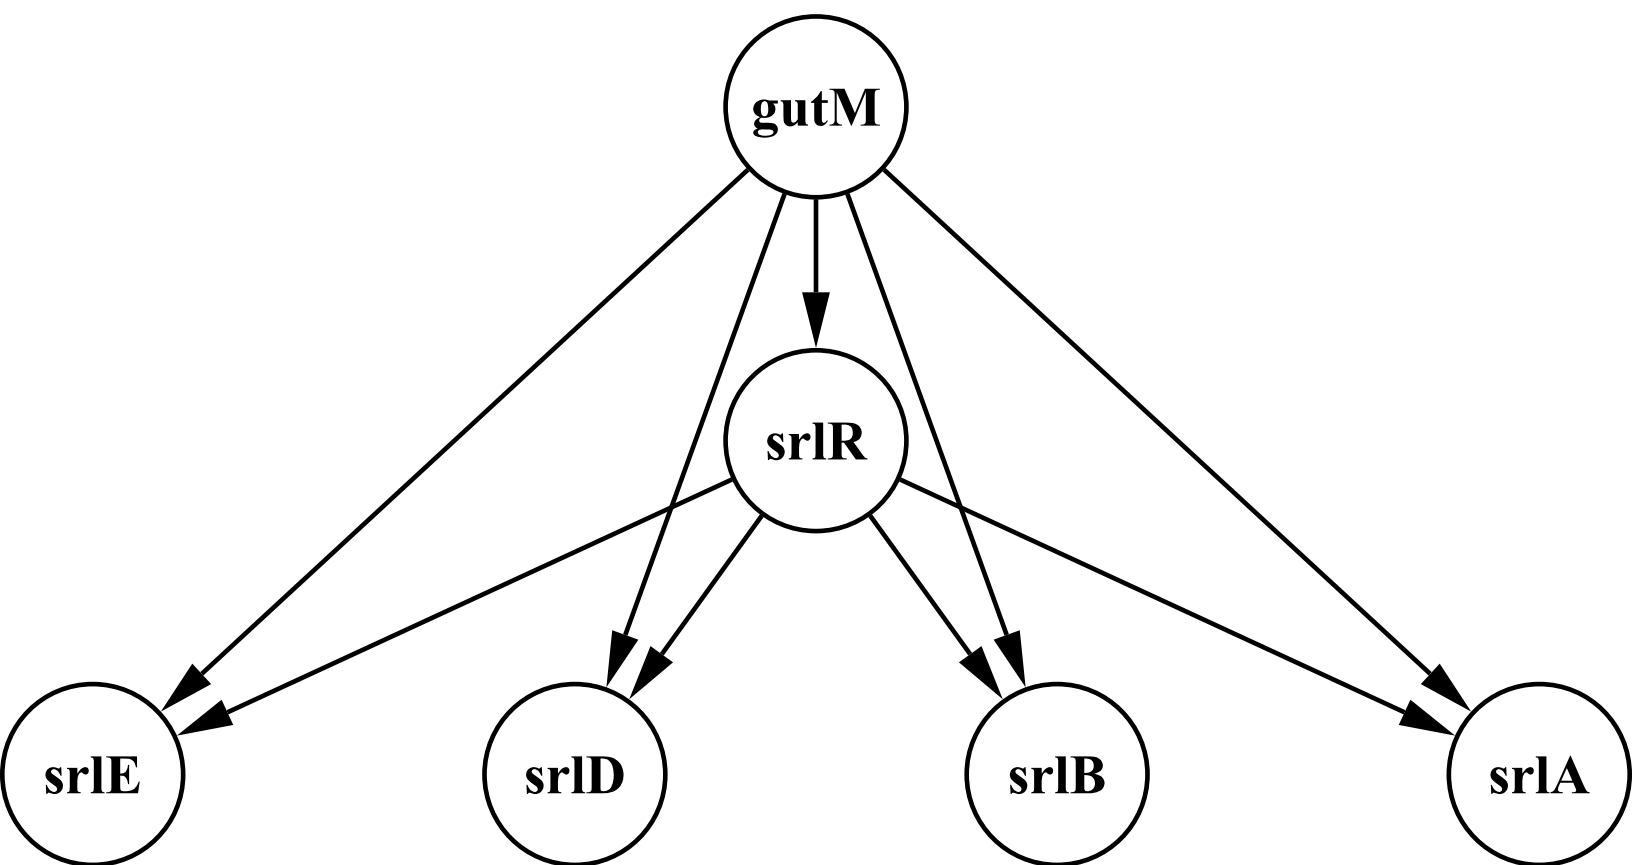

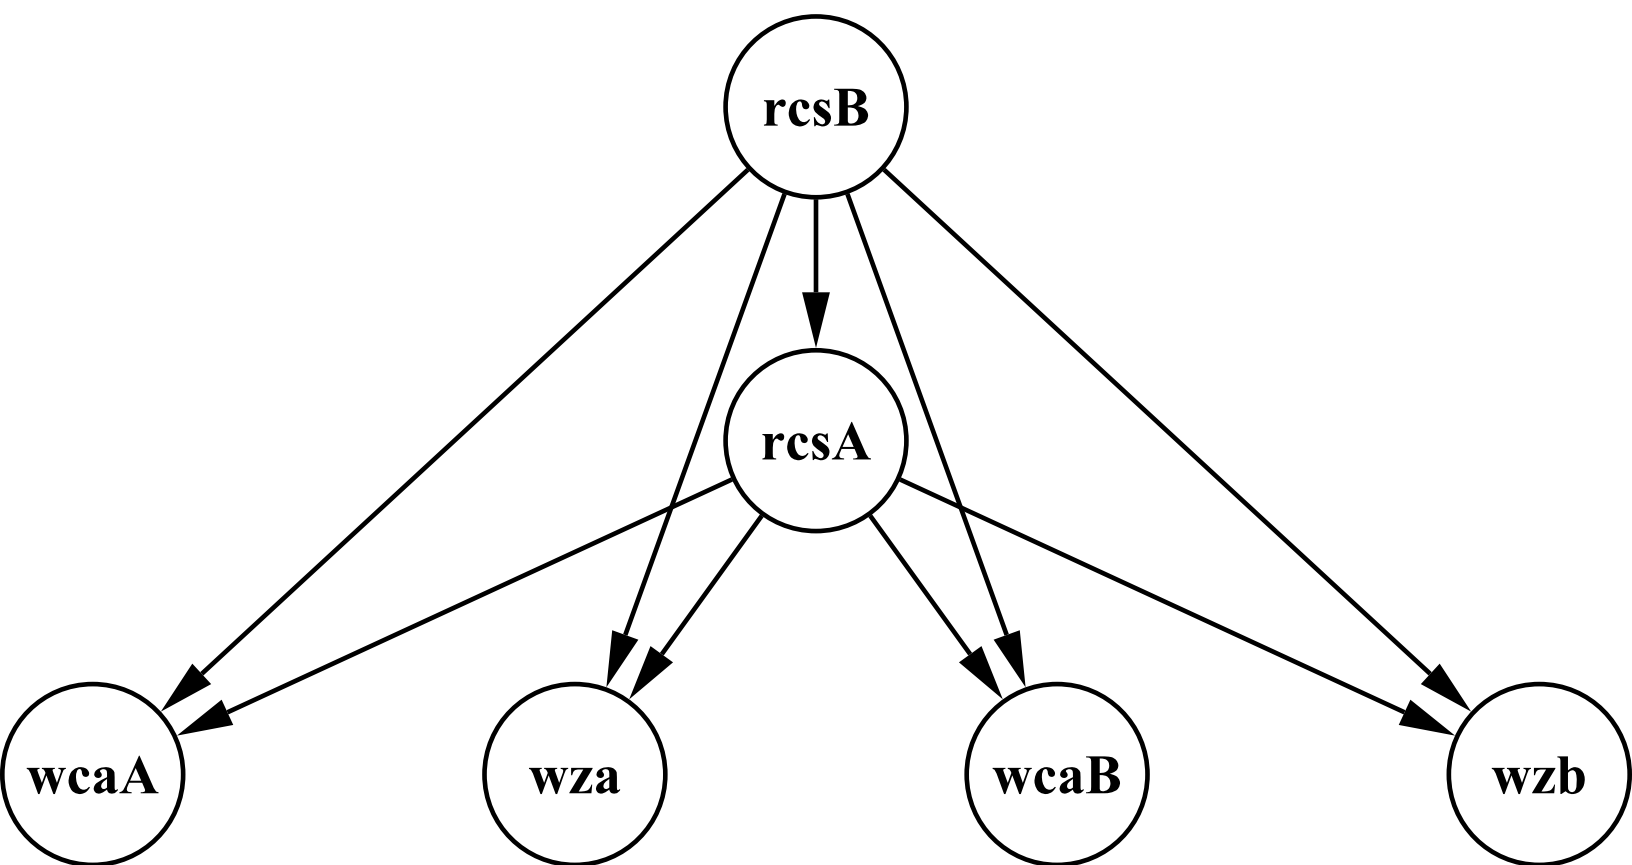

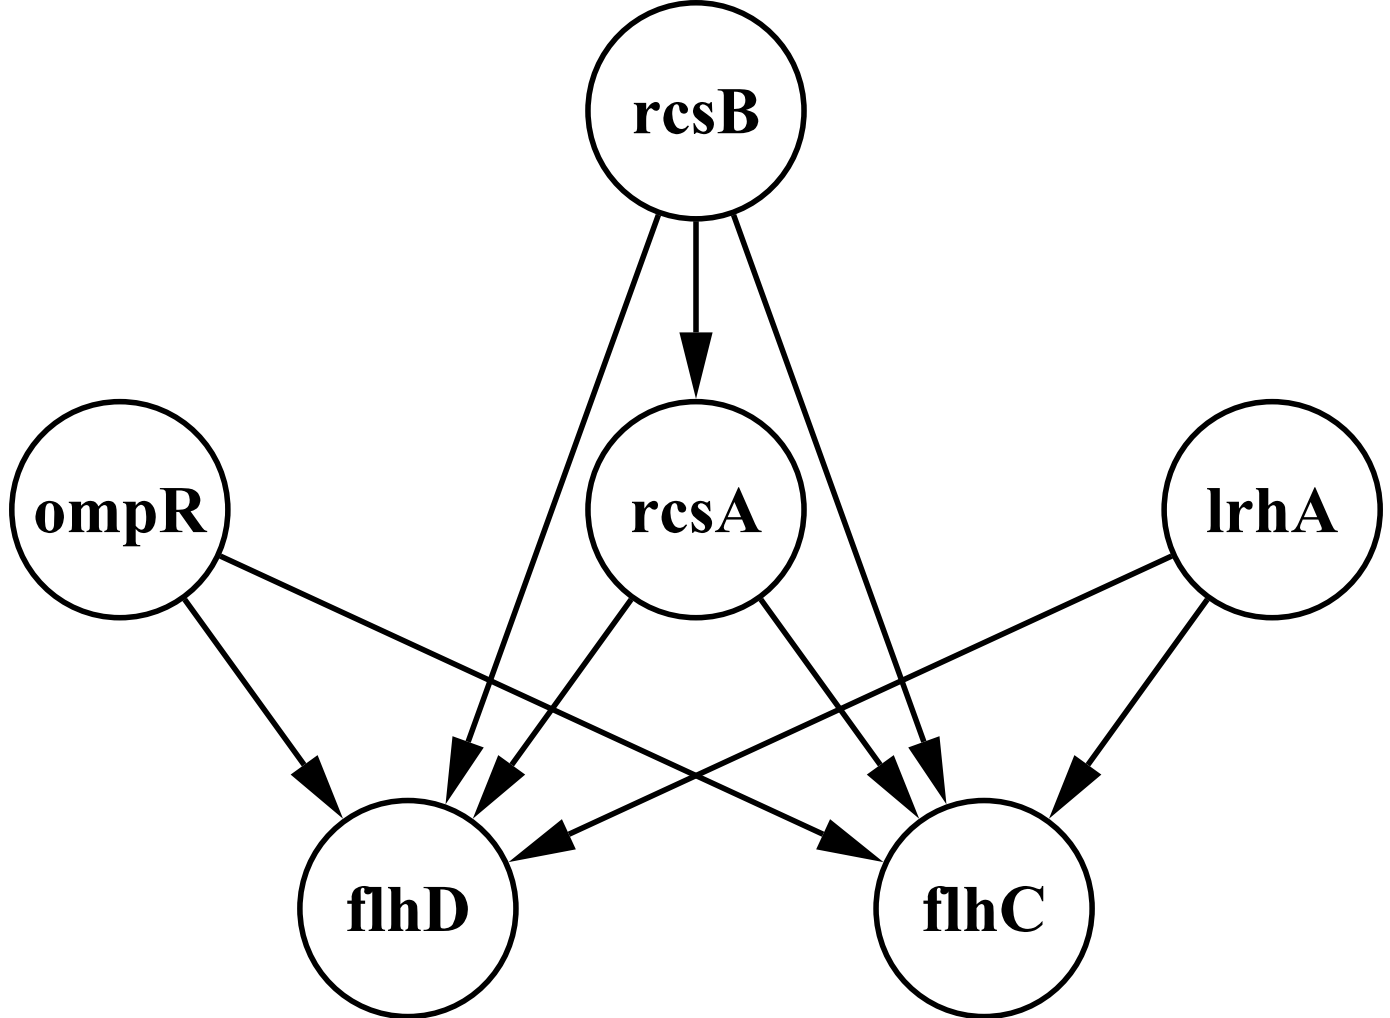

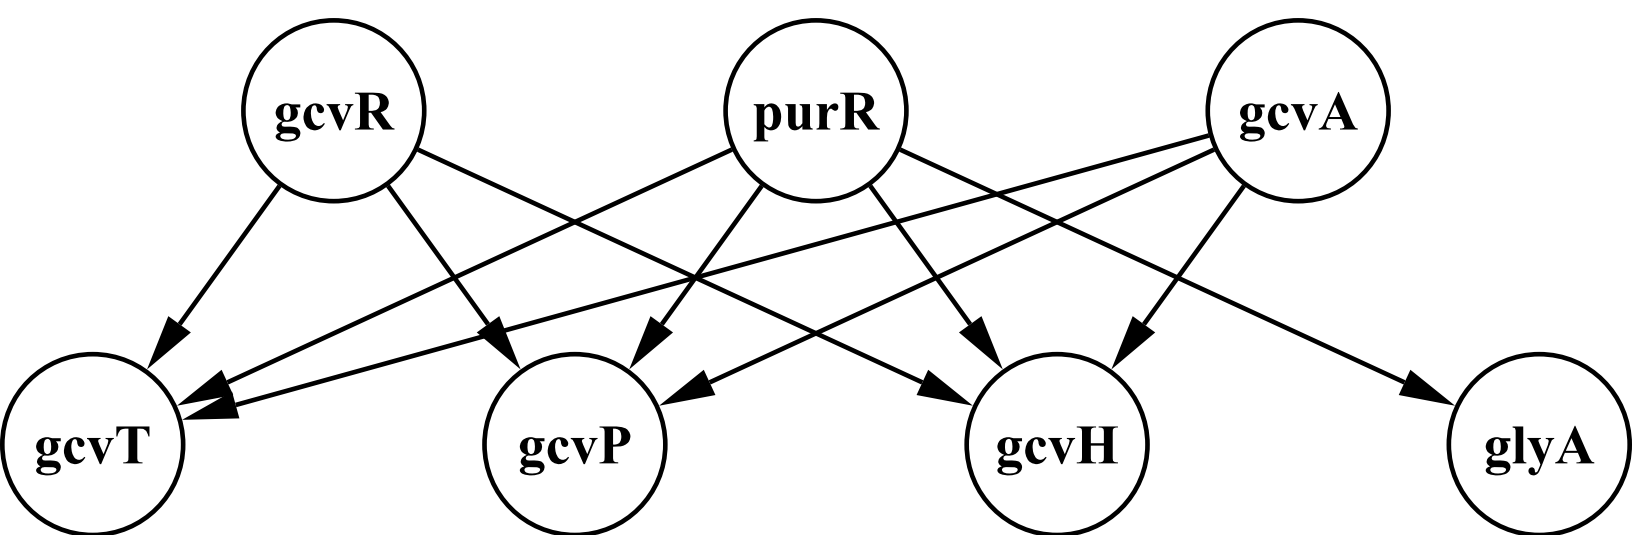

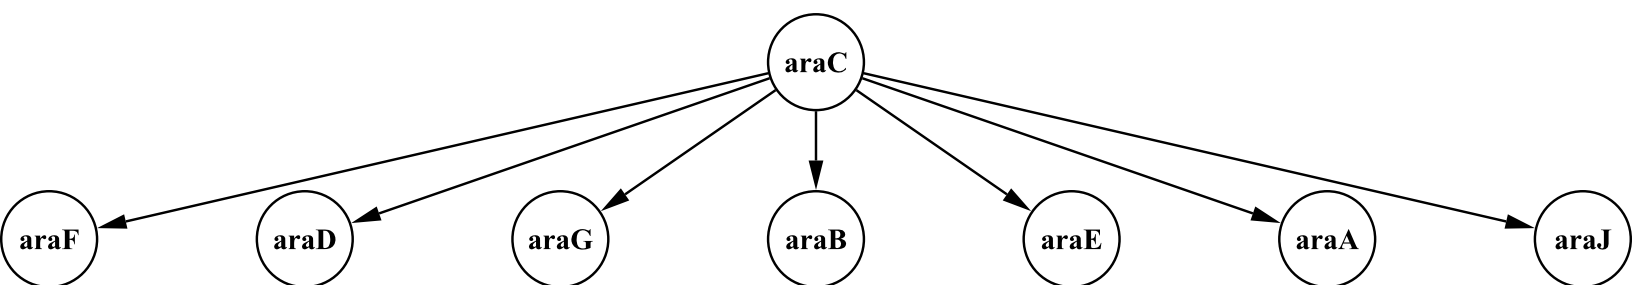

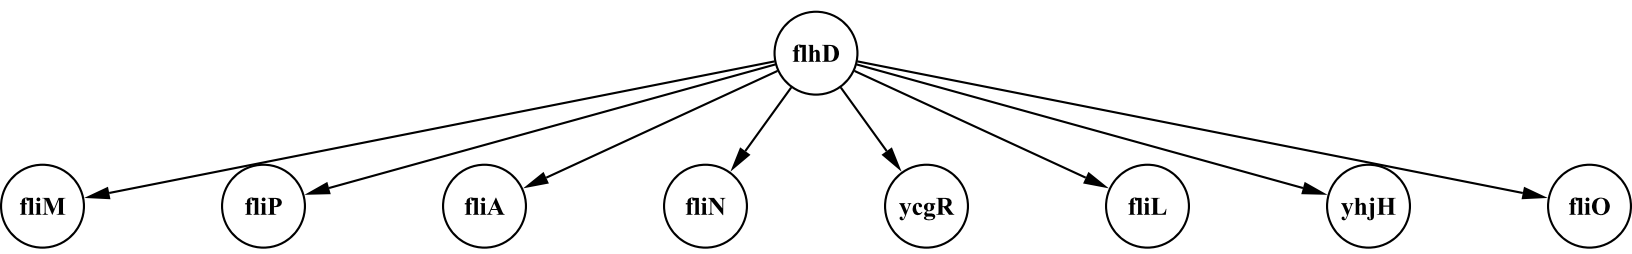

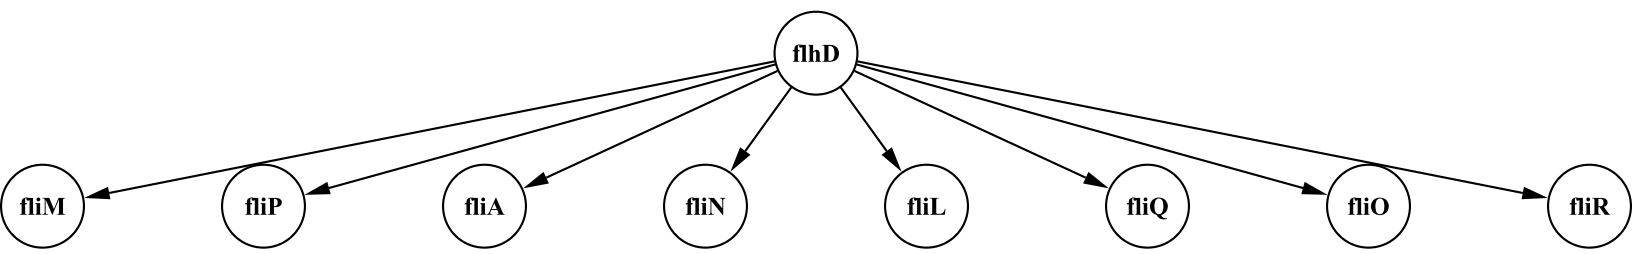

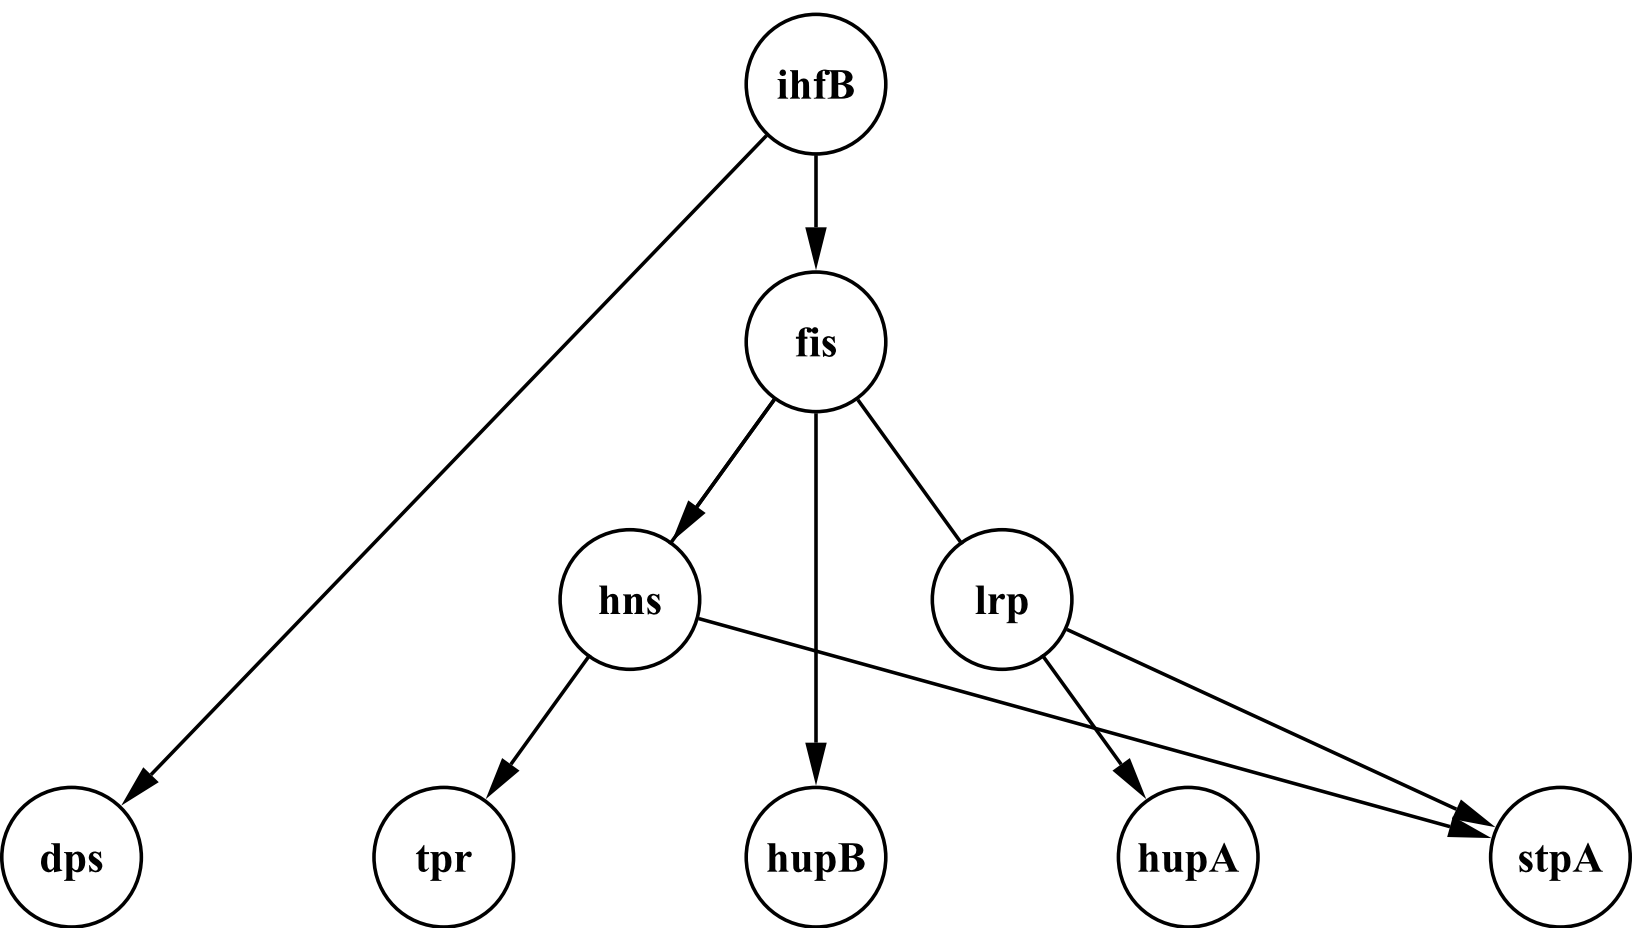

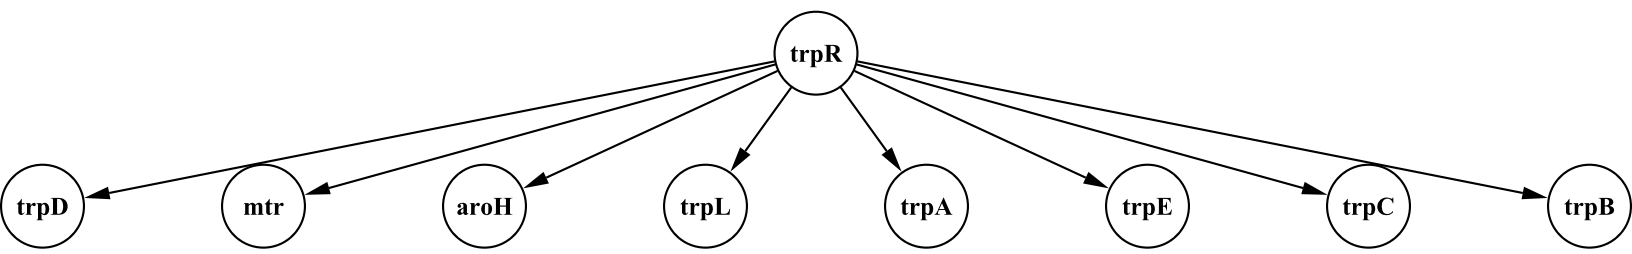

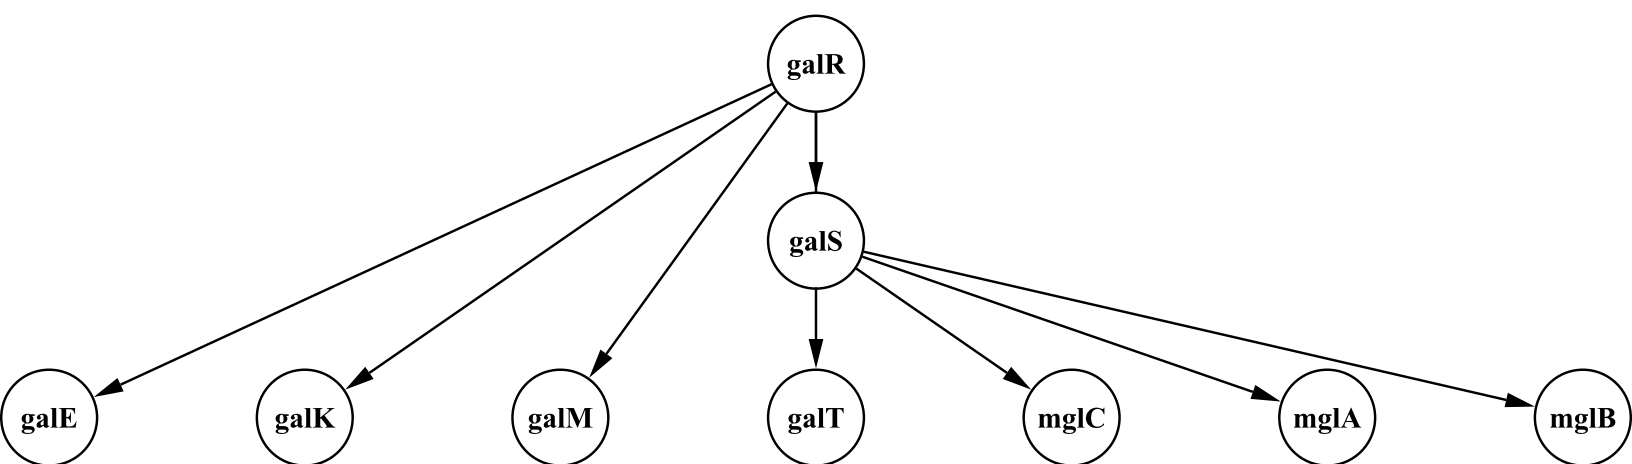

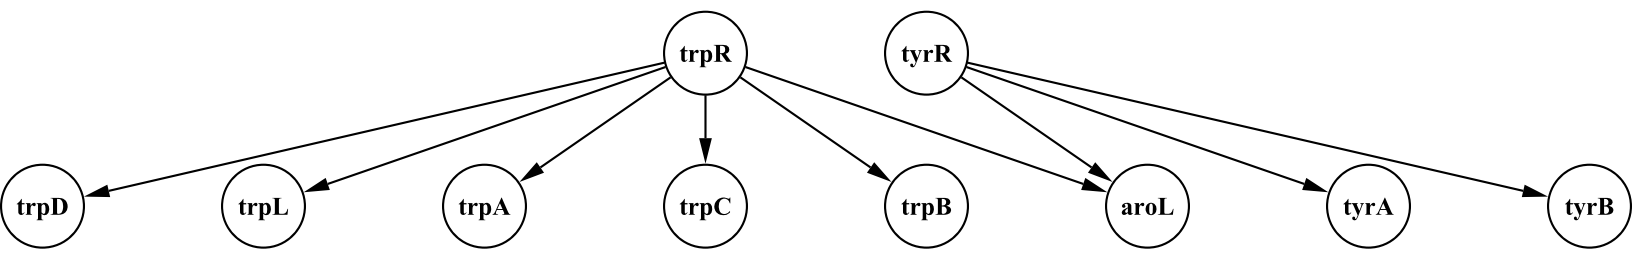

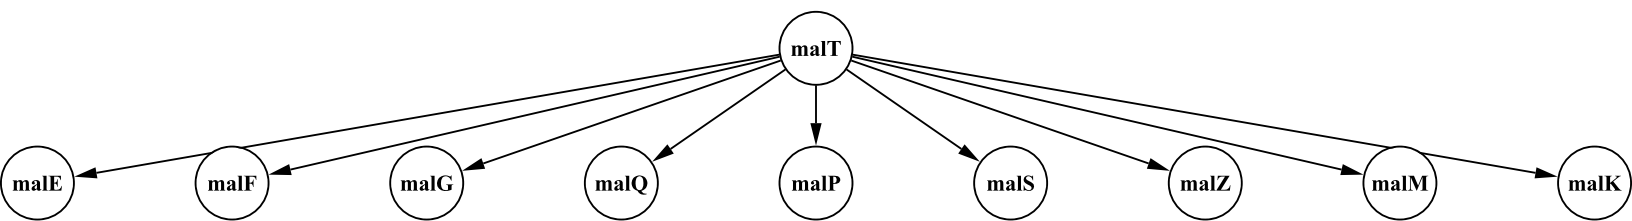

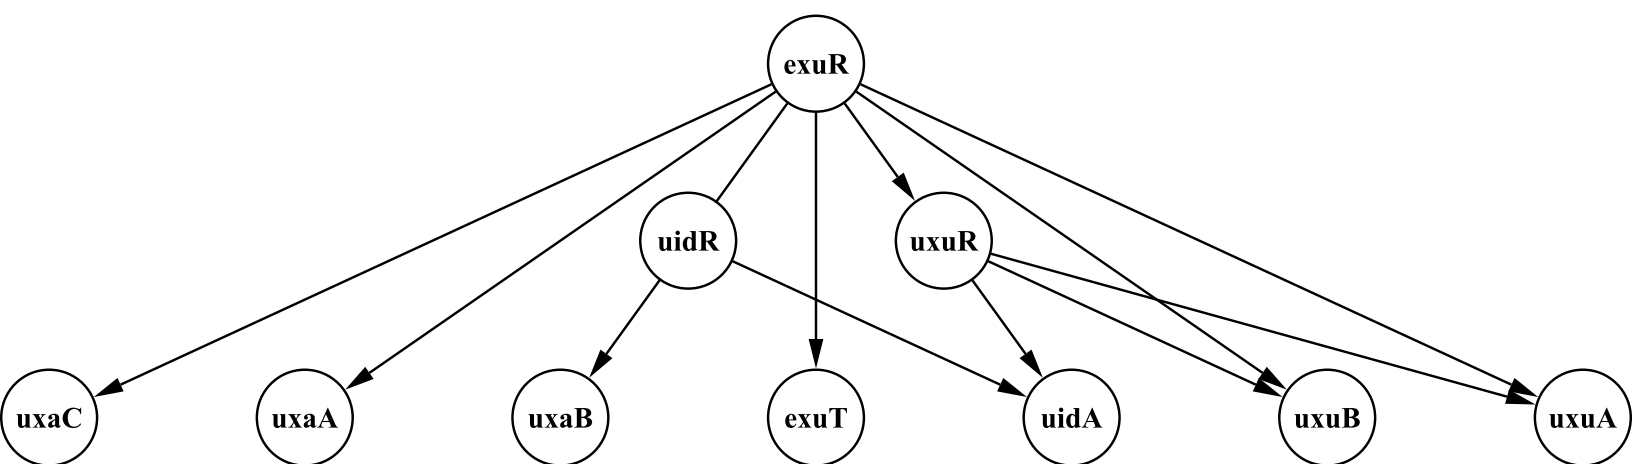

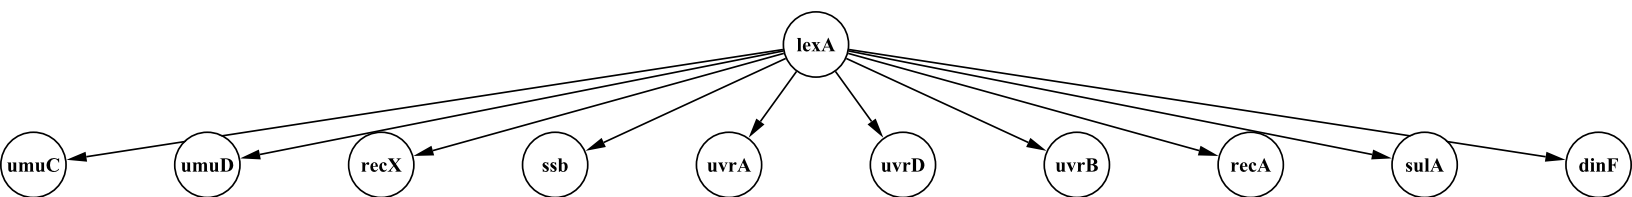

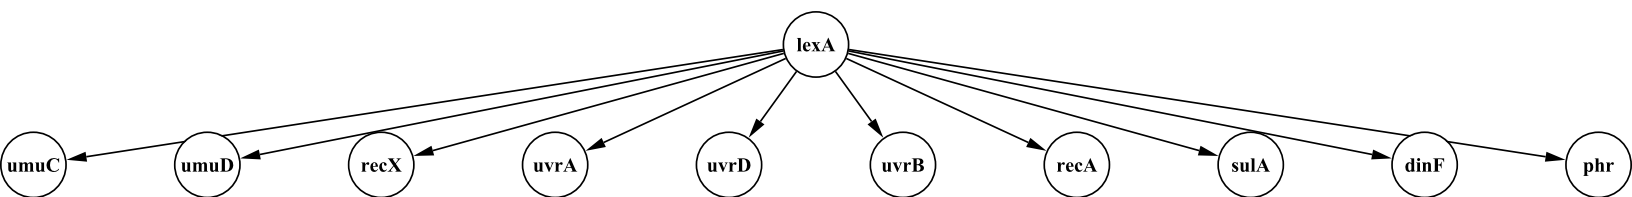

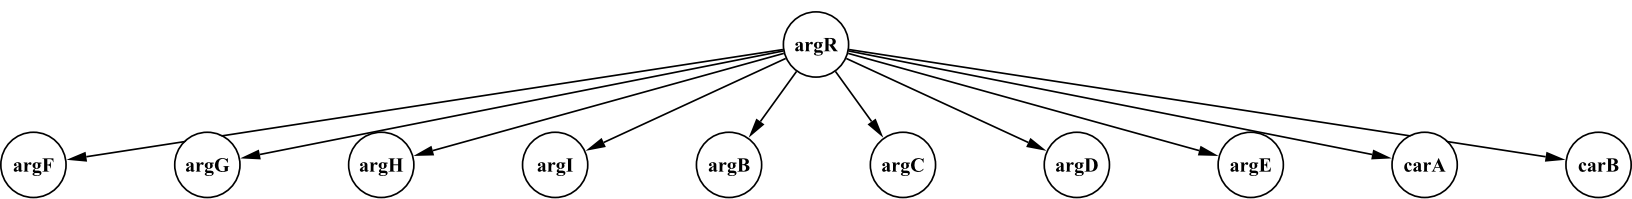

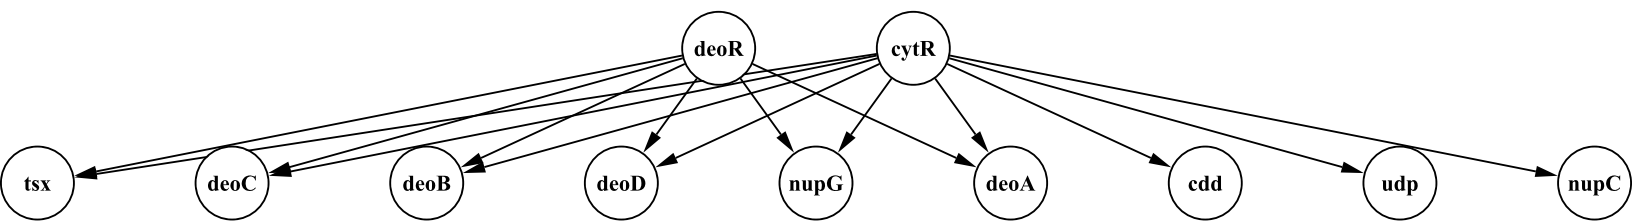

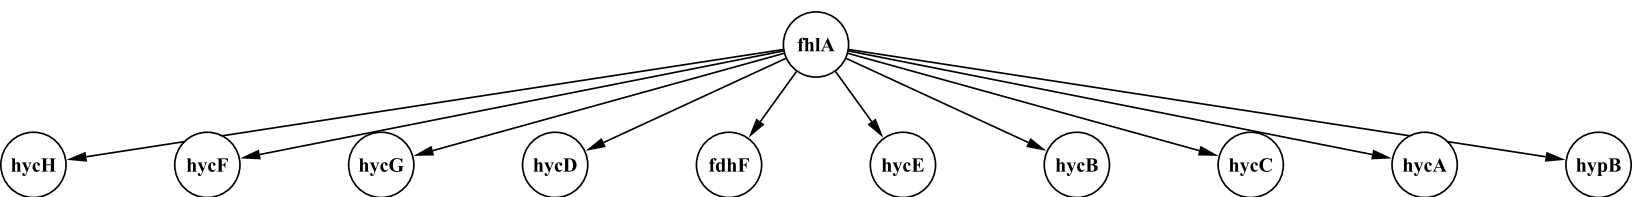

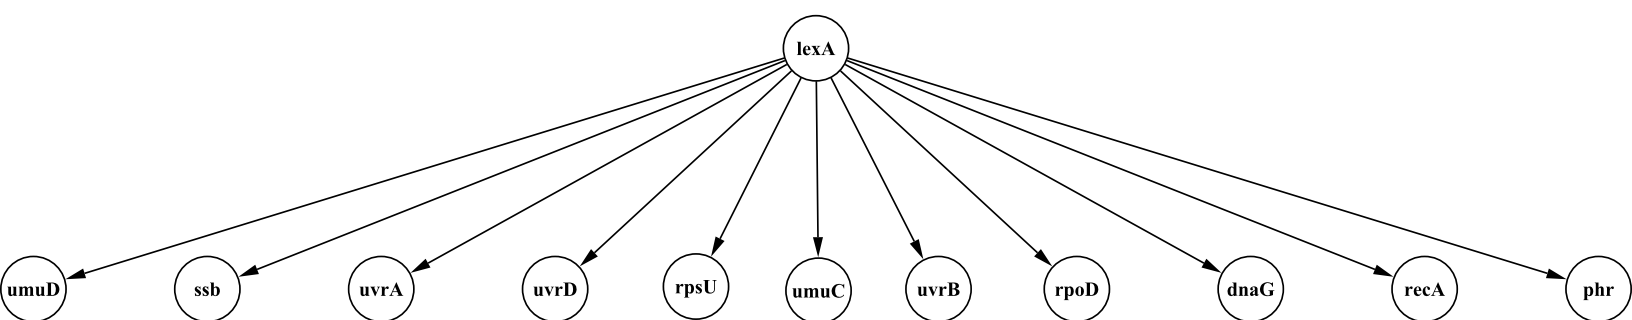

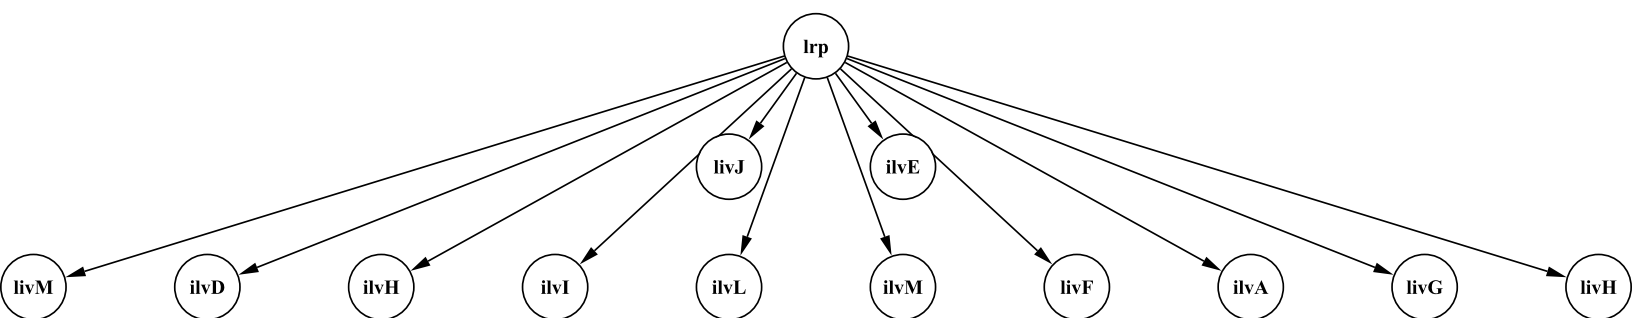

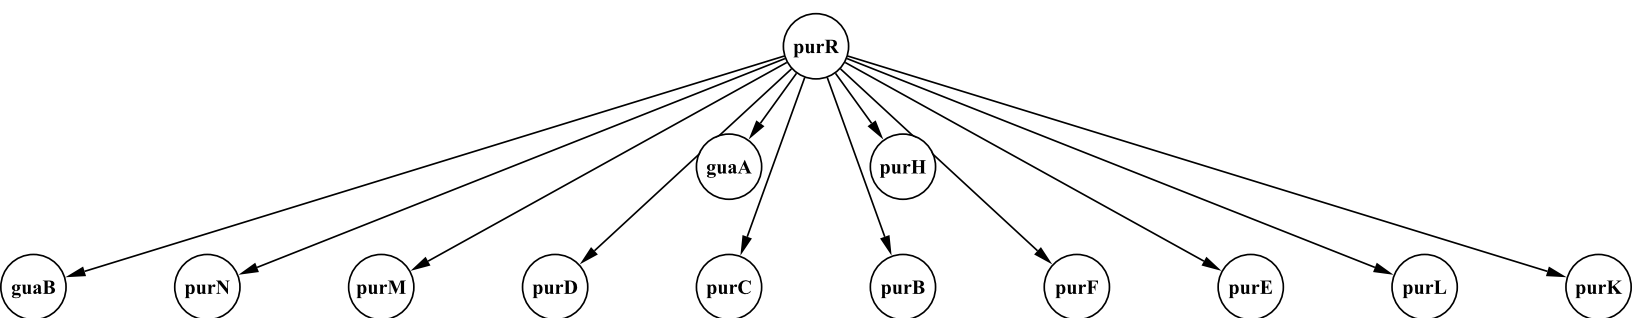

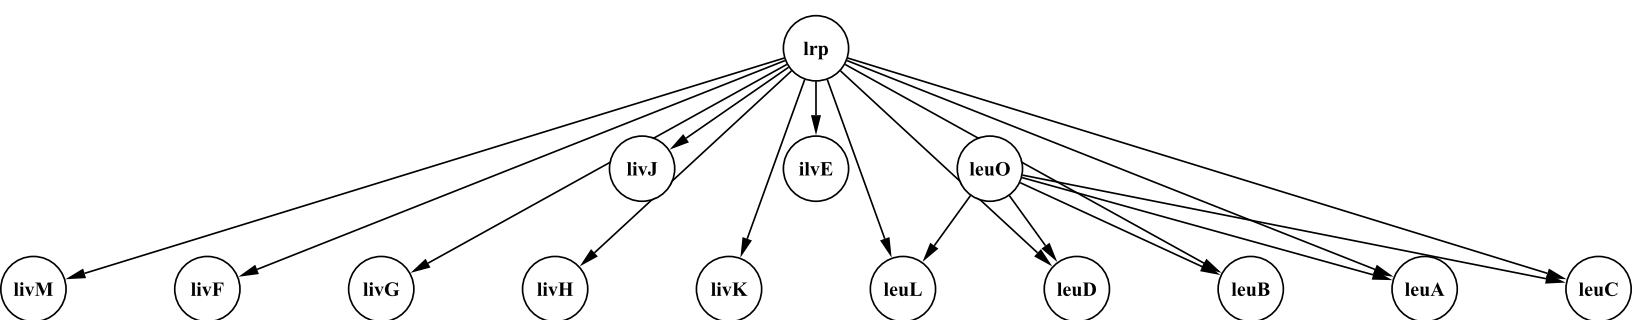

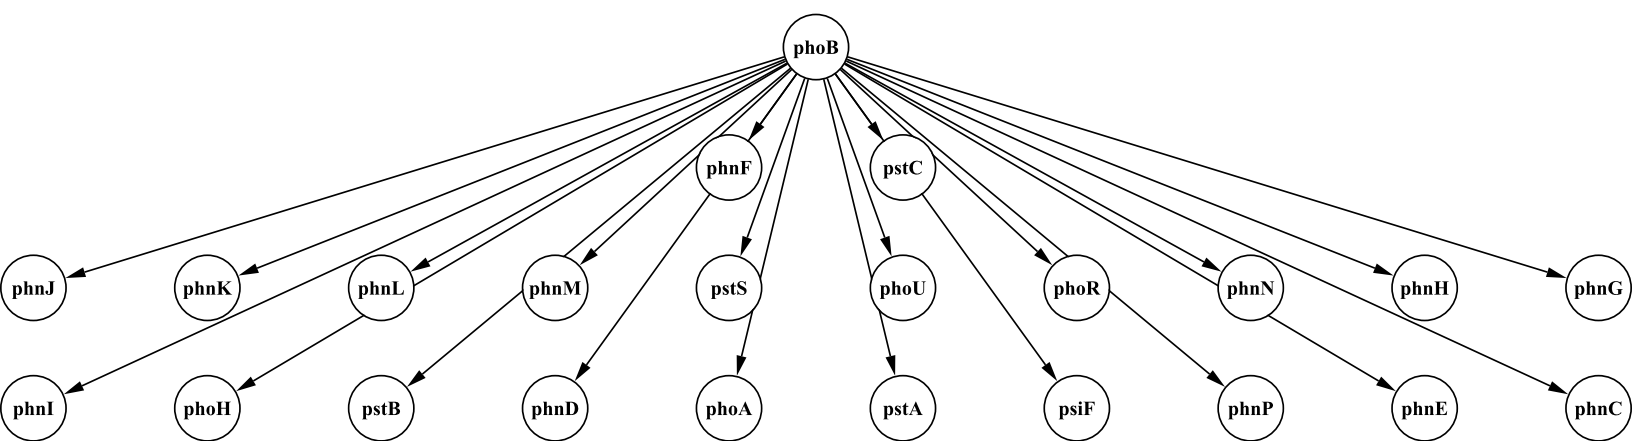

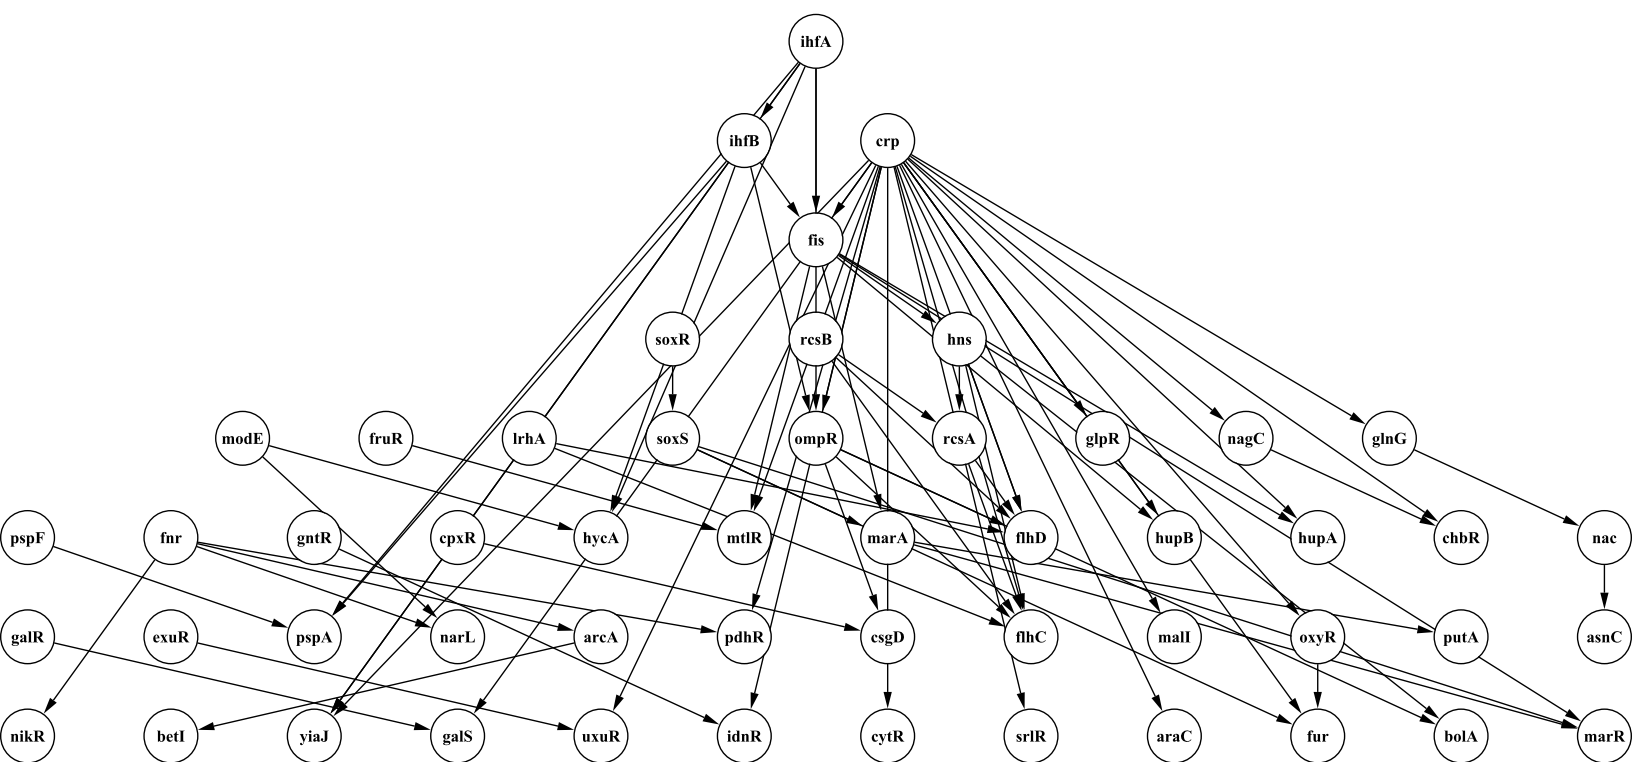

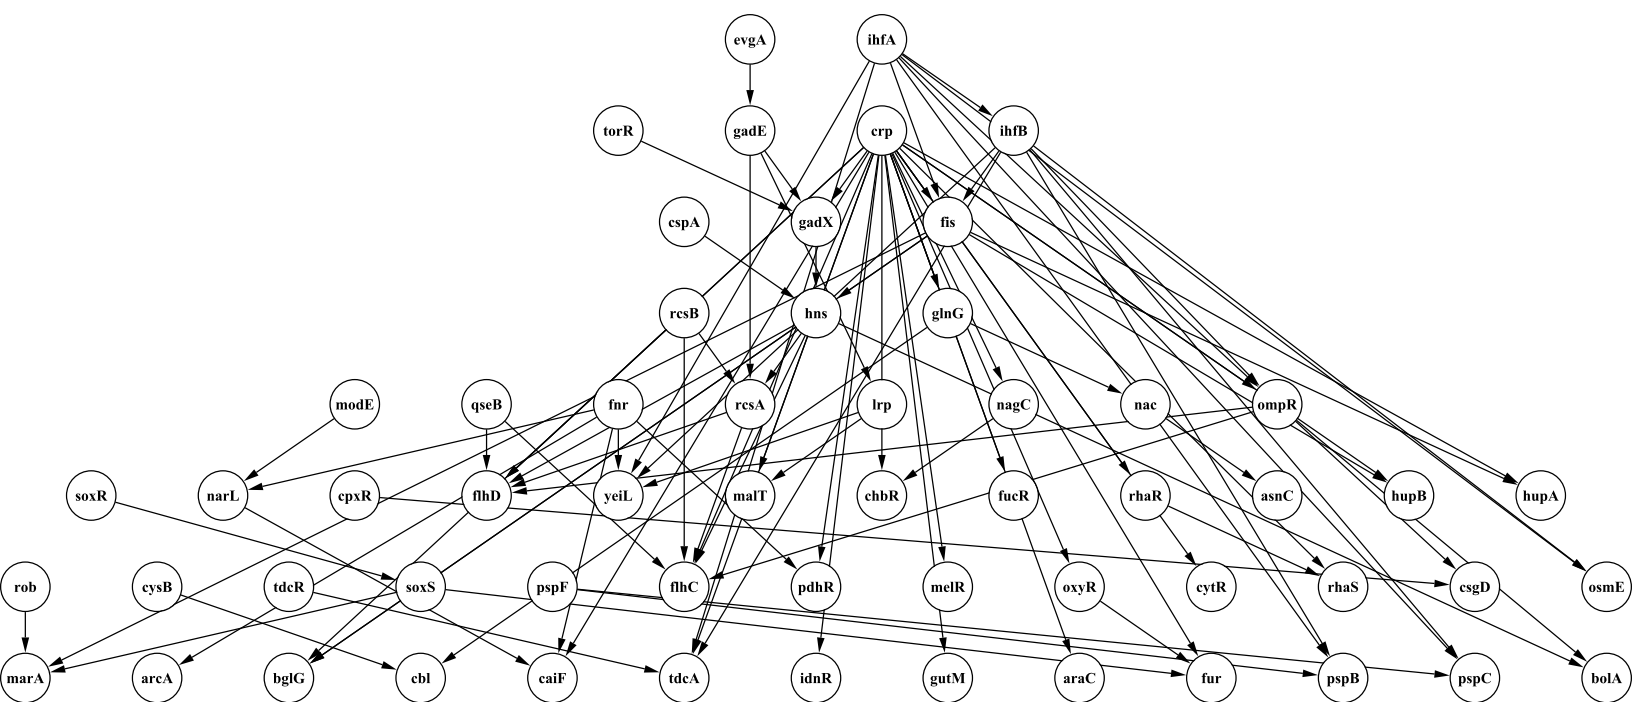

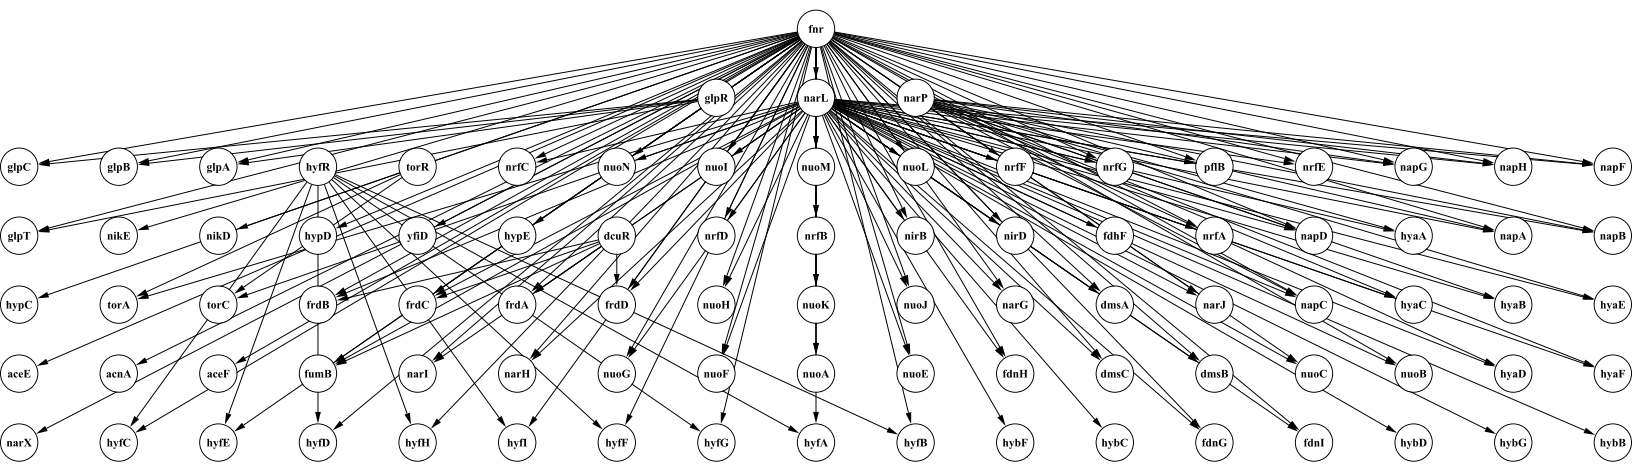

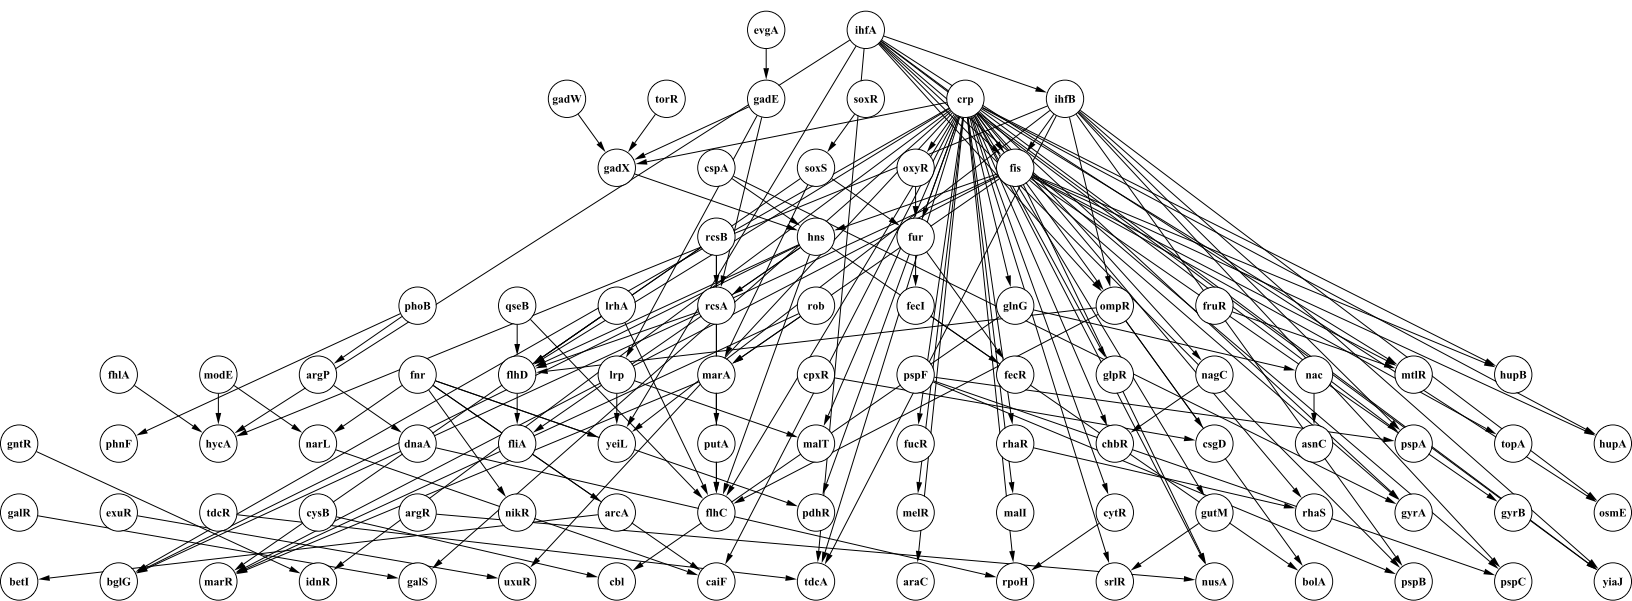

**Supplement:** Additional file 6 — The 29 network structures analyzed in the present study. The 29 regulatory networks of Escherichia coli with more than 8 edges (PDF file) are shown, as constructed from the information on the regulatory relationships between two genes in EcoCyc [44].

# Supplementary material for: Network evaluation from the consistency of the graph structure with the measured data
**Source:** BMC Syst Biol. 2008 Oct 1;2:84. doi: 10.1186/1752-0509-2-84
**Supplement:** Additional file 7 — SEM and d-sep test for 29 network structures. The 29 regulatory networks of Escherichia coli were also tested by SEM and the d-sep test.

Additional file 7 – SEM and d-sep test for 29 network structures

No.	ID	Description	<i>GCP</i>	
			SEM	d-sep test
1	C9333	detoxification	0.193	0.230
2	C9448	amino acids	**0.005**	0.106
3	C9449	carbon compounds	**0.001**	**0.000**
4	C9426	colanic acid (M antigen)	**0.007**	**0.013**
5	C9509	operon	**0.000**	**0.001**
6	C9448, C9462	amino acids, formyl-THF biosynthesis	**0.000**	**0.024**
7	C9449	carbon compounds	**0.000**	**0.001**
8	C9331	motility, chemotaxis, energytaxis	**0.001**	**0.000**
9	C9340	flagella	**0.014**	**0.000**
10	C9362	nucleoproteins, basic proteins	**0.000**	**0.000**
11	C9401	tryptophan	**0.000**	**0.000**
12	C9449	carbon compounds	**0.000**	**0.000**
13	C9376	cytoplasm	**0.000**	**0.000**
14	C9449	**carbon compounds**	**0.000**	**0.000**
15	C9449	carbon compounds	**0.002**	**0.000**
16	C9337	SOS response	**0.000**	**0.000**
17	C9354	DNA repair	**0.000**	**0.000**
18	C9383	arginine	**0.000**	**0.000**
19	C9474	nucleotide and nucleoside conversions	**0.000**	**0.000**
20	C9493	fermentation	**0.000**	**0.000**
21	C9376	cytoplasm	**0.000**	**0.000**
22	C9393	isoleucine/valine	**0.000**	**0.000**
23	C9420	purine biosynthesis	**0.000**	**0.000**
24	C9394	leucine	**0.000**	**0.000**
25	C9504	phosphorous metabolism	NA	**0.000**
26	C9528	repressor	**0.000**	**0.000**
27	C9523	activator	**0.000**	**0.000**
28	C9490	**anaerobic respiration**	**0.000**	**0.000**
29	C9372	Transcription related	**0.000**	**0.000**

The value of ‘0.000’ indicates that the probability was less than 0.0004, and ‘NA’ indicates that the probability could not be obtained due to the calculation violation.

How the deposited data were processed for this re-analysis (not part of the article)

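Gene expression was measured on 22 one-color Affymetrix E. coli Antisense Genome arrays from 7 strains grown anaerobically on glucose in M9 minimal medium, 4 arrays of the wild type and 3 of each of the fnr, arcA, arcA fnr, appY, oxyR and soxS knockout strains. The values are linear intensities, 1 per probe set and array, used as deposited by the authors; the software that summarized the probes, the scaling and the background correction are not given in the sources used here. The labels describe total RNA from exponentially growing cells, cDNA synthesis, fragmentation, labelling and hybridization by the manufacturer's protocols, and number the arrays of a strain as replicates. Numbers did not pair arrays of different strains, since after the strain means were subtracted the mean correlation of arrays with the same number was 0.01 and that of arrays with different numbers -0.004. Of 7312 probe sets, 4345 name a gene, and their names were taken from the b number in the probe set's name through the reference annotation of the ASM584v2 assembly, which matched 4183 of them; the other 162 kept the symbol, or where there is none the b number, in the probe set's name. The platform table gives 1 symbol for 1543 probe sets, several for 2855 and none for 2914, and was not used for names. For 10 genes with several probe sets the one with the highest mean stands for the gene, so that 4345 probe sets stand for 4335 genes. In all, 200 values were 0. No coordinates are given, since the array's genome build is not named in the sources used here.

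For the comparisons of strains, intensities were floored at the pooled 10th percentile (6.4), taken to log2 and quantile normalized, because the medians of the arrays (71.3 to 87.8) differed by more than 10%. A linear model with 7 strains was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation (prior degrees of freedom 1.277), and each knockout was compared with the wild type over the 4345 gene probe sets with Benjamini-Hochberg adjustment at 0.05. The interaction contrast subtracts the effect of fnr deletion in arcA+ strains from that in arcA- strains. The median standard error of a log2 difference was 0.159. Signals are given as the mean ± SD of the normalized values, and folds are 2 to the power of the log2 difference; no fold is given where a strain's mean lies within or under the range of the median intergenic probe set (24.5 to 35.5). Shifts of 36 gene lists were tested with camera at an inter-gene correlation of 0.01, beside camera with the correlation estimated from the data and fry, with adjustment over the lists of a comparison. The lists were written from textbook knowledge after the paper and its drawings had been read and before the data were examined, as were the tests, the alternatives and the rule for named genes. By that rule the text names the deleted genes, the genes that the paper names in the examined networks, up to 4 members with the largest change from each list with a shift or a called member, and in each knockout the 10 genes with the largest change among those past the threshold whose arrays do not overlap with the wild type. A few list members without such a place are named where a count of members is given or where a member did not pass, and were chosen after their values were seen.

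The GCP was computed with star graphs that join a regulator to its textbook targets, since the networks of the paper were used here only as drawings; 19 graphs were examined, with numbers of nodes and edges that differ from those in Table 1. Following the methods, values were standardized by the mean and SD of all probe sets in each array, each target was regressed on its regulator without an intercept, and a generalized extreme value distribution was fitted to 1000 maxima of 50 random connected directed acyclic graphs with the same numbers of nodes and edges, with 5 seeds. The log-likelihood was the full Gaussian one, with the residual variance estimated by maximum likelihood and all nodes counted. This choice was made on simulated data: with the terms of equation (4) as printed, 0 of 10 true graphs had a GCP under 0.05 in every simulated setting, and with the full form 10 of 10 did for the structure of Fig. 1 at 50 data points and 7 of 10 at 22. For the star of Fig. 3B the full form gave 8 of 10 at 22 points, and at 30 points 3 of 10 graphs with shuffled labels also passed. The simulated variables had no offset, whereas most standardized signals lay below the average of their array. These rates therefore need not hold for the measured arrays.

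Correlations between 5 regulators and their targets were computed on the log2 values over the 22 arrays, as Pearson's r and Spearman's rho, 2-sided, with 100000 permutations and Benjamini-Hochberg adjustment over 40 pairs, of which 1 is not reported here; within strains, values were permuted inside each strain after subtraction of its mean. Permutations over all 22 arrays treat arrays of a strain as independent, so their p-values can be too low for relations between strains. The d-sep test used Fisher's C over all pairs of targets given the regulator, and the structural equation models compared the star graph with the saturated model by the likelihood ratio, for graphs with at most 15 nodes. On simulated data from true graphs with 6 nodes and 22 points, the 2 tests rejected 4.8% and 10.8% of 400 graphs at 0.05. Limma was also tested on simulated arrays, with every value drawn independently from the gene's measured mean and residual SD. Of 200 genes changed in these arrays, it recovered 43.3% to 62.7% at 1.5-fold, 76.1% to 91% at 2-fold and 92.4% to 98.5% at 4-fold in the 6 comparisons. None had the wrong sign, and 5 to 17 unchanged genes were called. The simulated arrays lack the pairs seen among the wild-type arrays, so these rates need not hold for the measured arrays.

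Alternatives set before the data were examined were the values as deposited, centring of each array on its median, other floors, a filter on low signals, another prior, all probe sets, a replicate block, only the 2 strains compared, single arrays left out, and for the GCP log2 values, an intercept, other standardizations, other random graphs, strain means, deviations from the strain means, and strains, arrays or targets left out. Leaving out pairs of wild-type arrays, fnr replicate 1 with arcA replicate 2, or the wild type in the correlations, and further data points for the GCP on log2 values with an intercept, and the estimated correlation without wild-type replicates 1 and 2, were added after seeing the data. The other expression data and networks that the paper examines were not analysed here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 was used for the remaining steps.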

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

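The tests of explanations, the counts over other splits of the arrays and the settings that leave out pairs of wild-type arrays, or fnr replicate 1 with arcA replicate 2, were chosen only after the results they concern had been seen.

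The paper does not compare the strains over all genes. Against the wild type, 937 probe sets differed in the fnr knockout, 1151 in the arcA knockout and 1848 in the double knockout. When the 7 arrays of each comparison were split in all 35 ways, the real split gave the most calls in each, with the highest other split at 598, 574 and 1371. This is 1 of 35 splits, a share of 0.029 and the lowest that 35 splits allow. The comparisons share the wild-type arrays and the share was not adjusted over them, so the splits argue against chance but cannot exclude it. The highest other split grouped wild-type replicates 1, 3 and 4 against the rest in each.

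The effect of deleting fnr differed between arcA+ and arcA- strains for 408 probe sets, but 5 of 100 labelings of the arrays, the real one included, gave as many, up to 744 in the others, so that chance cannot be excluded for the count as a whole. By camera, 16 gene lists differed too, with these median differences of the log2 fnr effect, arcA- minus arcA+ strains. It was 1.76 for the AppY-activated genes and 1.26 for acid resistance (1.02 and 0.63 without wild-type replicates 1 and 2, where acid resistance did not pass, adjusted p = 0.216), 0.79 for FNR-activated respiration, 0.44 for all FNR-activated genes and 0.34 for the SOS genes. It was -1.99 for cytochrome bd oxidase, -1.57 for cysteine, -1.33 for iron uptake, -1.03 for the ArcA-repressed genes, -0.57 for methionine, -0.48 for arginine, -0.30 for histidine, -0.15 for cold shock, -0.12 for ATP synthase and -0.11 for the ribosomal proteins. For the FNR-repressed genes the median was 0.10 while the mean was -0.71 and the test went downward. None of these 16 passed with an estimated correlation, and the iron list's median was 0.03 without fnr replicate 1 and arcA replicate 2. Without wild-type replicates 1 and 2, 11 lists passed camera at the preset correlation. There the histidine list's median turned to 0.01, while the others kept their sign, with -0.80 for arginine, 0.21 for the SOS genes and -0.06 for the ribosomal proteins.

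In the oxyR knockout, flu, the gene of the surface antigen 43, and its neighbour yeeR were higher, with log2 differences of 2.14 and 2.38, each with all 3 knockout arrays above all 4 wild-type arrays.

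Among the 4 wild-type arrays, replicate 1 lay below the others in the mean log2 signal of the ATP synthase genes (gap over range 0.89) and replicate 4 above them in that of the cold shock genes (0.842), both past Dixon's 95% critical value. Chance alone puts about 1 in 20 groups above it, and 36 lists were tested.

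Acid resistance and AppY-activated genes were lower in the appY and soxS knockouts, yet also differed between wild-type replicates 1 and 2 and replicates 3 and 4. Against replicates 3 and 4 alone, in which these genes are lowest, the AppY-activated genes had a median log2 difference of -1.70 in the appY knockout (adjusted p = 6.46e-22 by camera, but adjusted p = 0.0861 with an estimated correlation) and -0.79 in the soxS knockout (adjusted p = 6.28e-06, but adjusted p = 0.498). Acid resistance genes had -1.01 in the appY knockout (adjusted p = 1.08e-09, but adjusted p = 0.287 with an estimated correlation) and -0.76 in the soxS knockout (adjusted p = 3.46e-06, but adjusted p = 0.498). The deletions and the spread among the wild-type arrays cannot be told apart as the source of these differences, since the genes of a list vary together and 2 wild-type arrays remain. For the number of genes called, 3 of 35 splits, the real one included, gave as many as 88 in the appY knockout (highest other 220). In the soxS knockout 2 of 35 gave as many as 159 (494). The highest other split in both set wild-type replicates 1, 2 and 3 against the knockout arrays with wild-type replicate 4. It keeps the knockout arrays together, so it lies close to the real split and is a poor measure of chance. In the oxyR knockout 3 of 35 gave as many as 9 (238, with oxyR replicate 2 and wild-type replicates 1 and 2 against the rest). Chance could not be excluded by these splits, and those with several times the real count point to a structure of the samples.

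Iron uptake genes were high on fnr replicate 1, where fepA gave 1563 and entC 1530 and the median gene of the list was 2.62 above the mean of fnr replicates 2 and 3 on the log2 scale; the list was also high on arcA replicate 2 (mean log2 signal 6.952, against 5.387 and 5.428 on the other arcA arrays). A wild-type array under a wrong label is excluded by the signal of fnr on it, 45.5, against at least 387.5 on the wild-type arrays and at most 33.1 on the other fnr arrays. Scaling of the whole array is excluded by a median difference of 0 over all genes. Deletion of fnr by itself is excluded as the cause by fnr replicates 2 and 3, whose iron genes differed from the wild type by a median of 0.163. A difference in iron supply between the cultures stays open and was not tested.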

How the results depend on the processing

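Alternatives that leave out pairs of arrays (wild-type replicates 1 and 2, wild-type replicates 3 and 4, or fnr replicate 1 with arcA replicate 2) were chosen after seeing the data; the others used here were set before the data were examined. Counts of called genes in the fnr, arcA and double knockouts stayed within 1.5 times the main value in all settings except those named here, as did the interaction. With only the 2 strains compared, the counts were 411 in the fnr, 563 in the arcA, 3 in the appY, 5 in the oxyR and 1 in the soxS knockout, where fewer arrays inform the spread. With the values as deposited they were 222 in the appY, 15 in the oxyR and 263 in the soxS knockout. Centring each array on its median gave 371 in the appY knockout, and turned the share of higher genes there from 36.4% to 75.2% and in the fnr knockout from 43.3% to 53.3%; for oxyR it turned from 55.6% to between 33.3% and 45.5% in 5 settings (as deposited, with a replicate block, and without wild-type replicate 3, 4 or both). With all probe sets the counts were 137 (appY) and 245 (soxS), and with a replicate block 212 (appY) and 452 (soxS). Only the wild type has a replicate 4, so the block fits that array by itself and in effect leaves it out. Leaving out wild-type replicate 4 alone gave 228 (appY) and 455 (soxS). Without wild-type replicates 1 and 2 they were 12 (appY), 18 (oxyR) and 12 (soxS), and without replicates 3 and 4 they were 746, 230 and 930. Without fnr replicate 1 and arcA replicate 2 the fnr knockout gave 616 and the interaction 208. Beyond the smaller number of arrays and the block on wild-type replicate 4, the cause was not tested. The median of all genes moved by -0.11 in the arcA knockout (-0.17 with median centring), by -0.13 in the double knockout as deposited and by 0.13 for the interaction with median centring.

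Leaving out 1 array gave 605 (without fnr replicate 1) to 980 in the fnr knockout, 826 to 1144 in the arcA knockout, 1639 to 1875 in the double knockout, 27 to 228 in the appY, 4 to 11 in the oxyR, 31 to 455 in the soxS knockout and 249 to 467 for the interaction. For appY the counts were 27, 46 and 47 without appY replicates 1, 2 and 3, and 35, 35, 194 and 228 without wild-type replicates 1 to 4. For soxS they were 66, 31 and 55 without soxS replicates 1, 2 and 3, and 38, 36, 287 and 455 without the wild-type ones. For oxyR they were 5 and 4 without oxyR replicates 1 and 2, and for the interaction 270 and 249 without arcA replicates 1 and 2, 254 without double knockout replicate 2 and 254 without fnr replicate 3.

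Of 216 list shifts, 85 passed with the preset correlation and 10 with an estimated one. With an estimated correlation and without wild-type replicates 1 and 2, fewer passed camera. These were the FNR-activated list in the fnr knockout (adjusted p = 0.0379), the ArcA-repressed (0.013) and fatty acid lists (0.00109) in the arcA knockout and the fatty acid list in the double knockout (0.0122). Of 101 list shifts, the interaction included, 89 kept direction and call with the values as deposited, 96 with a replicate block, 59 without wild-type replicates 1 and 2, 85 without replicates 3 and 4 and 95 without fnr replicate 1 and arcA replicate 2; the others lost the call, and 1 turned. Without wild-type replicates 1 and 2 the Lrp list in the appY knockout went from a median of 0.3007 (upward) to 0.0118 with a downward test that did not pass (adjusted p = 0.368). The correlation of galR with galT turned to 0.0021 within strains, which did not pass. The number of graphs with a GCP under 0.05 was 0 with an intercept, 5 with log2 values and an intercept, and 0 with deviations from the strain means; the GCP of malT was 0.0061 with log2 values and an intercept, and that of fnr 0.0407 with log2 values and 0 with an intercept as well. For the 121 genes named in a comparison, 1800 of 1940 planned values kept direction and call and 140 lost the call; of 331 added ones, 293 kept and 38 lost it, and none turned. Signals near the intergenic median (24.5 to 35.5 per array) are close to background, which limits gutM, srlA and uxaA.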

Differences from the paper's values

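The settings named here were set before the data were examined, apart from the leaving out of pairs of wild-type arrays and the variations named as such, which were chosen only after the results had been seen. All values of the GCP, the d-sep test and the structural equation models computed here are for star graphs of textbook targets. These are not the graphs of the paper, so the 2 values of a pair belong to different graphs of the same regulator.

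The paper's GCP of the malT network is 0.006 and the value here is 1. Of 51 alternatives only log2 values with an intercept (0.0061) had no such difference. In that setting, variations chosen after seeing the values gave malT 0.0061 to 0.0182 over 5 seeds, 0.31 with the 7 strain means and 0.0515, 0.0975 and 0.0592 without malE, malF and malG. For fnr the paper's value is 0.016 and those here are 1 for all 48 targets and 1 for the 26 respiratory targets; no alternative came within 1.5 times of the paper's value, although the whole graph passed 0.05 on log2 values (0.0407) and on log2 values with an intercept (0), and the respiratory graph on log2 values with an intercept (9.74e-05). The paper's GCP of the gutM network is 1.000 and the value here is 0.2834; the difference was absent on log2 values (0.8202), with an intercept (1), on log2 values with an intercept (1) and with deviations from the strain means (1), and present in the other alternatives. For araC, galR and exuR the values did not differ, except for galR in 3 alternatives (without the oxyR strain, with gene probe sets only and with 25 graphs per set) and exuR on log2 values (0.0034).

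The paper selects 2 networks and 2 of 19 graphs passed here, but those were phoB (0.0103) and soxS (8.61e-12). Only with log2 values and an intercept did malT and fnr both pass, together with the respiratory graph of fnr, lexA and flhD; on log2 values without an intercept exuR, lexA and fnr passed.

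The paper gives the p-values of the d-sep test and the structural equation models by network number, and the regulators were assigned here by the drawings; by the order in the paper's text, the paper's p of 0.001 would belong to galR in the d-sep test (4.81e-36 here) and to araC in the structural equation models (8.76e-14 here), and the differences of araC in the d-sep test and of gutM in the models would be absent. In the d-sep test the paper's p is 0.001 for araC and 2.09e-20 here, and the paper's p is 0.000 for exuR and 0.0383 here. In the structural equation models the paper's p is 0.001 for gutM and 1.43e-17 here, and the paper's p is 0.002 for exuR and 0.00692 here. None of the 8 alternatives removed any of these 4 differences. The paper counts a p under 0.05 in these tests as consistency of a network with the data, whereas in the form run here a p under 0.05 rejects the graph.

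The paper speaks of 22 anaerobic conditions, and the labels give 22 arrays of 7 strains in 1 medium. The paper's text lists araC, galR, gutM and exuR for networks 3, 7, 12 and 15, while the drawings show gutM, araC, galR and exuR under these numbers.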

Other observations

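The tests that bear on the hypothesis about malT were chosen only after the result was seen; the comparisons of strains were planned.

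The oxyR knockout differed from the wild type in few genes. Besides oxyR itself, 8 probe sets passed: flu rose from 539 ± 51.9 (SD, n = 4) to 2383 ± 342 (SD, n = 3), 4.40-fold (adjusted p = 4.15e-09), and yeeR from 163 ± 28 to 839 ± 42.3, 5.21-fold (adjusted p = 4.15e-09). The fimbrial genes fimA (836 ± 69.2 to 1504 ± 245, adjusted p = 0.0277) and fimC (100.3 ± 11.3 to 202 ± 31.1, adjusted p = 0.0203) and the nitroreductase gene nfsA (309 ± 31.5 to 447 ± 21.8, adjusted p = 0.00652) were higher. The phage shock gene pspA was lower (219 ± 13.7 to 131 ± 7.64, adjusted p = 0.0129), as were ybjS (149.6 ± 9.2 to 117 ± 0.83, adjusted p = 0.0277) and yhfY (43.4 ± 5.14 to 29.2 ± 0.785, adjusted p = 0.0277). In all 8 every knockout array lay on one side of every wild-type array, which adds no support, since they were called on these same arrays. Over all 4345 gene probe sets 7.07% lay so, against 5.71% by chance. The call of fimA ended without oxyR replicate 1 or 2 (adjusted p = 0.218 and 0.15) or any 1 wild-type array (0.055 to 0.102), that of fimC without oxyR replicate 1 or 2 or wild-type replicate 4 (0.055 to 0.182), that of pspA without oxyR replicate 2 or 3 (0.065 to 0.101), that of ybjS without any 1 oxyR array or wild-type replicate 1, 2 or 3 (0.055 to 0.182) and that of yhfY without any 1 oxyR array or wild-type replicate 1 or 2 (0.07 to 0.182). The call of nfsA ended only with the 2 strains compared alone (0.239), and those of flu and yeeR in none of the 19 settings.

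In the soxS knockout the copper ATPase gene copA rose from 104 ± 21.9 (SD, n = 4) to 653 ± 306 (SD, n = 3), 5.98-fold (adjusted p = 0.0014), and cusB, of the periplasmic copper efflux system, from 195 ± 144 to 1857 ± 528, 12.4-fold (adjusted p = 0.0284). The palmitoyl transferase gene pagP was lower (89.9 ± 49.1 to 19.2 ± 9.23, adjusted p = 0.0346). The calls of cusB and pagP ended without any 1 soxS array or wild-type replicate 1 or 2 (adjusted p = 0.064 to 0.146), and that of copA only with the 2 strains compared alone (0.13). Both genes of cytochrome bd oxidase were higher, cydA at 2004 ± 222 (adjusted p = 0.035) and cydB at 2337 ± 387 (adjusted p = 0.0265), of which cydA ended without any 1 soxS array or wild-type replicate 1 or 2 (0.059 to 0.117) and cydB without soxS replicate 2 or 3 or wild-type replicate 2 (0.051 to 0.091).

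Of 15 OxyR-activated genes, 8 were higher and 1 was lower in the double knockout (9 higher and 1 lower when adjusted over the list alone), and 6 of the 8 were the suf genes; the list's adjusted p of 0.0116 by camera became an adjusted p = 0.376 with an estimated correlation. The catalase gene katG was the lower one. In the fnr knockout it fell from 1009 ± 230 to 422 ± 176 (adjusted p = 0.000812; 0.078 with the 2 strains compared alone). The RpoS-dependent genes osmY and katE had their highest strain means in the double knockout, at 4003 ± 110 and 1942 ± 178 against 344 ± 138 and 426 ± 145 in the wild type.

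Arrays of the same strain differed together in malT and its targets, and a candidate explanation is a state of the culture that also sets the acid resistance genes. Only 0.14% of the other genes (6 of 4334) followed malT within strains as closely as the median target, whose r was 0.853 against -0.023 for the median other gene. The values were already quantile normalized, which removes scaling of whole arrays, so this share cannot test such scaling. It does show that few other genes shared the relation. The wild-type arrays alone did not make the relation, since without them the median target had an r of 0.839 within strains. Within strains malT was negatively correlated with the mean of the acid resistance genes (r = -0.729, permutation p = 0.00044; rho = -0.835, permutation p = 4e-05), with r = -0.717 without the 2 arrays farthest from the median and -0.628 without the wild type. This is consistent with a shared state such as growth phase, but the files hold no measure of the cultures, and the hypothesis was found and tested on the same arrays.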
